# Transcription of *Tnfaip3* Is Regulated by NF-κB and p38 via C/EBPβ in Activated Macrophages

**DOI:** 10.1371/journal.pone.0073153

**Published:** 2013-09-02

**Authors:** Ting-Yu Lai, Shang-Duen Wu, Mong-Hsun Tsai, Eric Y. Chuang, Li-Ling Chuang, Li-Chung Hsu, Liang-Chuan Lai

## Abstract

Macrophages play a pivotal role in the immune system through recognition and elimination of microbial pathogens. Toll-like receptors (TLRs) on macrophages interact with microbial substances and initiate signal transduction through intracellular adapters. TLR4, which recognizes the lipopolysaccharides (LPS) on Gram-positive and Gram-negative bacteria, triggers downstream signaling mediators and eventually activates IκB kinase (IKK) complex and mitogen-activated protein kinases (MAPKs) such as p38. Previous reports revealed that, in addition to NF-κB, a core transcription factor of the innate immune response, the induction of some LPS-induced genes in macrophages required another transcription factor whose activity depends on p38. However, these additional transcription factors remain to be identified. In order to identify p38-activated transcription factors that cooperate with NF-κB in response to LPS stimulation, microarrays were used to identify genes regulated by both NF-κB and p38 using wild-type, IKK-depleted, and p38 inhibitor-treated mouse bone marrow-derived macrophages (BMDMs). *In silico* analysis of transcription factor binding sites was used to predict the potential synergistic transcription factors from the co-expressed genes. Among these genes, NF-κB and C/EBPβ, a p38 downstream transcription factor, were predicted to co-regulate genes in LPS-stimulated BMDMs. Based on the subsequent results of a chromatin immunoprecipitation assay and TNFAIP3 expression in C/EBPβ-ablated macrophages, we demonstrated that *Tnfaip3* is regulated by both NF-κB and p38-dependent C/EBPβ. These results identify a novel regulatory mechanism in TLR4-mediated innate immunity.

## Introduction

The innate immune system is the initial host response to microbes; it prevents infection and repairs tissues [1], [2]. During microbial infections, pathogen-associated molecular patterns derived from microbes, such as lipopolysaccharides (LPS), are recognized by pattern recognition receptors (PRRs), which then mount a defensive response [2]–[4]. In addition, endogenous molecules, called danger- (or damage-) associated molecular patterns, released by injured cells stimulate PRRs to initiate so-called “sterile inflammation,” which is crucial for tissue and wound repair [2], [3], [5]. In contrast to the beneficial effects of the innate immune response, dysregulation of pro-inflammatory cytokines has been linked to the pathogenesis of chronic inflammatory and infectious disease [3], [6], [7]. Thus, much research effort has been focused on understanding the regulation of innate immune responses, yet the underlying mechanisms remain imprecisely characterized.

Toll-like receptors (TLRs) are the best characterized PRRs and play an important role in the innate immune system [1], [2]. TLRs are transmembrane proteins composed of N-terminal leucine-rich repeats, a transmembrane region, and a cytoplasmic Toll/IL-1R homology (TIR) domain at the C-terminus. Among TLRs, TLR4 plays a central role in the recognition of both Gram-negative and Gram-positive bacteria [3], [8], [9]. TLR4 is the only TLR which can recruit four different adaptor proteins – myeloid differentiation primary response protein 88 (MyD88), Toll/IL-1R domain containing adaptor protein (TIRAP), TIR domain containing adaptor inducing interferon β (TRIF), and TRIF related adaptor molecule (TRAM) – to turn on MyD88- or TRIF-dependent pathways [3], [10], [11].

The MyD88-dependent pathway requires the recruitment of MyD88 and TIRAP, which associate with IL-1R-associated kinase (IRAK) and TNF receptor-associated factor 6 (TRAF6). These in turn activate mitogen-activated protein kinases (MAPKs), such as p38, extracellular signal-regulated kinases (ERKs), Jun N-terminal kinases (JNKs), and IκB kinase (IKK), leading to phosphorylation of the transcription factors, such as nuclear factor kappa B (NF-κB) and cAMP response element-binding protein (CREB), and then induction of genes encoding cytokines and anti-apoptotic proteins [9], [12].

In contrast, the TRIF-dependent pathway requires the recruitment of TRIF and TRAM, which bind to TNF receptor-associated factor 3 (TRAF3), leading to activation of interferon regulatory factor 3 and the expression of type I interferons (IFNs) and IFN-responsive genes [10], [11], [13]. Recent studies also indicated that the TRIF-dependent pathway mediates late-phase activation of IKK/NF-κB and MAPKs, probably through the recruitment of TRAF6 and transforming growth factor β activated kinase 1 [1].

More than 1,000 mammalian genes are induced in immune cells after stimulation with LPS, a TLR4 ligand [12], [14]. It is becoming increasingly evident that the expression of LPS-induced genes is regulated in a temporal order, and a highly integrated mechanism must ensure that the expression of these genes is ‘programmed’ after TLR4 activation [14], [15], [16]. Transcriptional control has been shown to play a crucial role in determining the kinetics of TLR4-mediated gene expression. However, NF-κB, a core transcription factor of the innate immune response, is not the only determinant of gene expression upon TLR4 engagement. Previous reports have demonstrated that, in addition to NF-κB, the expression of some LPS-induced genes in macrophages requires a second transcription factor whose activity depends on p38 [17], [18]. Several transcription factors, including CREB, ATF1, and ATF2, have been reported to be modulated by p38 kinase in TLR4-mediated immunity [19], [20]. Yet, these known p38-dependent transcription factors are not able to explain all LPS-induced genes, suggesting that a yet-to-be-identified transcription factor is involved.

Therefore, with the goal of better understanding the molecular processes underlying the temporal order of gene expression after TLR4 activation, the purpose of this study was to identify novel p38-dependent transcription factors that cooperate with NF-κB upon LPS stimulation. We used microarray analysis in combination with *in silico* analysis to identify coincident NF-κB- and p38-regulated genes. Among these genes, we demonstrated that *Tnfaip3* is regulated by both NF-κB and the p38-dependent transcription factor C/EBPβ using chromatin immunoprecipitation and functional assays.

## Materials and Methods

### Macrophage Preparation

In order to identify genes regulated by NF-κB, we conditionally knocked out *Ikkβ* (alias *Ikbkb*), encoding a catalytic enzyme in IκB kinase (IKK) complex, in *C57BL*/6 mice. *Ikbkb* ^F/F^ (*Ikkβ* ^F/F^, wild-type) and *Ikkβ* ^F/F^:*Mx1-Cre* (*Ikkβ* ^Δ^) mice have been described [21], and *C57BL*/6 mice were obtained from the Animal Center of the National Taiwan University Medical College. Mice were bred and maintained in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of National Taiwan University Medical College. The protocol was approved by the Institutional Animal Care and Use Committee of National Taiwan University College of Medicine (IACUC Approval No. 20080220). Bone marrow was collected from femurs and tibia of 8–10 week-old mice and used to generate bone marrow-derived macrophages (BMDMs). Briefly, bone marrow cells were collected and cultured in high glucose Dulbecco’s modified Eagle’s medium (DMEM) (Invitrogen, Carlsbad, CA) containing 20% L929-conditioned media for 7 days with the media replaced after 4 days to stimulate differentiation into macrophages. BMDMs were then collected and cultured in DMEM with 10 ng/ml macrophage colony-stimulating factor for further experiments.

For inhibition of p38, BMDMs from C57BL/6 mice were treated with 10 µM SB202190 (Merck, Germany) for 2 h prior to use. In addition, the murine macrophage-like RAW264.7 cells (ATCC #TIB-71) were maintained in complete DMEM at 37°C in a 5% CO_2_ humidified incubator. To assess the LPS-induced macrophages, BMDMs or RAW264.7 cells were cultured with media alone or with 100 ng/ml LPS (Sigma-Aldrich, MO) for designated times before harvest.

### Microarray Experiments

Total RNA was extracted using TRIzol Reagent (Invitrogen, Carlsbad, CA) and the Qiagen RNAeasy Mini kit (Qiagen, Valencia, CA) according to the manufacturer’s instructions. RNA concentration and quality were determined using a NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies, Wilmington, DE) and an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). Total RNA (500 ng) with A260/A280 = 1.7–2.1 and RNA integrity number >7.0 were used to synthesize the first strand cDNA via reverse transcription using an Illumina Total Pre RNA Amplification Kit (Ambion Inc., Austin, TX). Following the first strand cDNA synthesis, *in vitro* transcription was conducted using the double-stranded cDNA as a template and T7 RNA polymerase to synthesize multiple copies of biotinylated cRNA. After amplification, the cRNA was hybridized to Illumina MouseRef-8 v2 Expression BeadChips (Illumina, San Diego, CA) at 58°C for 16 h. After hybridization, the BeadChip was washed and stained with streptavidin-Cy3 dye. The intensity of the beads’ fluorescence was detected by the Illumina BeadArray Reader, and analyzed using BeadStudio v3.1 software. The microarray data of this study are MIAME compliant [22], and have been submitted to the Gene Expression Omnibus (GEO) database (accession number GSE46361).

### Microarray Data Analysis

Quantile normalization was performed using Partek Genomics Suite software (Partek, St. Louis, MO). Genes were selected as follows. Firstly, because the basal expression levels of some genes in *Ikkβ* ^Δ^ or p38-inhibited BMDMs were close to background intensity, this could result in enormous fold changes after 4 h of LPS treatment. Therefore, the basal expression levels of these genes in *Ikkβ* ^Δ^ or p38-inhibited BMDMs were replaced with those in wild-type (wt), if their expression levels before LPS treatment were not significantly different (*P*>0.05). Next, to identify LPS-responsive genes, fold changes (≥2.5x) and t-tests (*P*≤0.05) at 4 h were compared to 0 h in wt. Thirdly, to identify genes which had a suppressed LPS response in *Ikkβ* ^Δ^ or p38-inhibited cells, we selected genes whose fold changes of induction at 4 h in *Ikkβ* ^Δ^ and p38-inhibited cells were less than those in wt. Lastly, Ingenuity Pathway Analysis (IPA) (Ingenuity System, Redwood City, CA; www.ingenuity.com) was used for canonical pathway analysis. The differentially expressed genes were included in Table S1.

### Quantitative and Semi-quantitative RT-PCR

RNA was isolated using TRIzol reagent (Invitrogen, Carlsbad, CA) according to the manufacturer’s instructions. One µg of total RNA was reverse transcribed to cDNA using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Carlsbad, CA). cDNA aliquots equal to 50 ng of RNA were used to analyze the expression levels of mRNA. The reaction mixtures were prepared with FastStart Universal SYBR Green Master (Roche, Germany), and real-time PCR was performed with ABI 7900HT (Applied Biosystems, Carlsbad, CA). The primers used for detection of mRNAs were listed as follows: *Il-1b,* 5′-AGCCCATCCTCTGTGACTCA-3′ (forward), 5′-TGTCGTTGCTTGGTTCTCCT-3′ (reverse); *Il-6,* 5′-ATGGATGCTACCAAACTGGAT-3′ (forward), 5′-TGAAGGACTCTGGCTTTGTCT-3′ (reverse); *Serpinb2*, 5′-GTTAGAAAGTGCAAACAAGCTG-3′ (forward), 5′-GGATTTCACCTTTGGTTTGAG-3′ (reverse); *Tnfaip3,* 5′-AACCAATGGTGATGGAAACTG-3′ (forward), 5′-GTTGTCCCATTCGTCATTCC-3′ (reverse); *Zc3h12a*, 5′-CCAAGCCTTCCACTCTAGAAC-3′ (forward), 5′-GGCACAAACACGGTAATATCTG-3′ (reverse); *Cypa* (*Cyclophilin A*), 5′-ATGGTCAACCCCACCGTGT-3′ (forward), 5′-TTTCTGCTGTCTTTGGAACTTTGTC-3′ (reverse). Relative quantities of mRNAs were normalized to 18S rRNA or Cyclophilin A, and the fold inductions were determined. For semiquantitative RT-PCR, equal amounts of cDNA were subjected to regular PCR with variable cycles, and PCR products were then analyzed by electrophoresis on a 1.5% agarose gel after staining with ethidium bromide.

### Prediction of Transcription Factor Binding Sites

oPOSSUM (http://www.cisreg.ca/oPOSSUM/) [23] was used to predict the transcription factor binding sites in *Tnfaip3*. The JASPAR CORE vertebrate database was selected for transcription factor binding site matrices, and the selection parameters were set as follows: top 10% for conserved regions, 80% matrix match, and 2000/0 for upstream/downstream sequence length.

### shRNA Mediated Gene Silencing against *Cebpb*

HEK293T packaging cells (ATCC # CRL-11268) were cultured in high-glucose DMEM supplemented with 10% FBS. Transfection of HEK293T cells was conducted using Turbofect (Thermo Scientific) according to the manufacturer’s instructions. The specific lentiviral shRNA constructs against *Cebpb* were obtained from the National RNAi Core Facility in Taiwan. Their target sequences are: *shCebpb* #1, CACCCTGCGGAACTTGTTCAA; *shCebpb* #2, CAAGGCCAAGATGCGCAACCT. Lentivirus was packaged into HEK293T cells following the guidelines of National RNAi Core Facility (http://rnai.genmed.sinica.edu.tw/protocols), and the culture supernatants containing the lentivirus were collected at 48 and 72 h post-transfection. RAW264.7 cells were infected with lentiviruses in the presence of 8 µg/ml polybrene (Sigma) overnight and cultured in fresh medium for another 24 h. The infected cells were then selected in medium containing 0.4 µg/ml puromycin until the uninfected cells were completely killed.

### Chromatin Immunoprecipitation

Chromatin immunoprecipitation (ChIP) was performed using a Magna ChIP kit (Millipore, MA) according to the manufacturer’s instructions. In brief, RAW264.7 cells were fixed with formaldehyde for 10 min to cross-link DNA and proteins and washed with cold PBS. Cells were then lysed using cell and nuclear lysis buffer and sheared on ice with a sonicator to generate DNA fragments from 200 to 1,000 bp. The resulting suspension was used for immunoprecipitation by incubating overnight at 4°C with protein G magnetic beads and the following antibodies: rabbit anti-NF-κB p65 (sc-372, Santa Cruz), rabbit anti-C/EBPβ (sc-150, Santa Cruz), and normal rabbit IgG (sc-2027, Santa Cruz). Approximately 1% of the suspension was removed before immunoprecipitation to determine the input quantity of DNA. The precipitated DNA-protein complexes were washed repeatedly with wash buffer, and cross-links were reversed by incubating with elution buffer and proteinase K at 65°C for 2 h. DNA was purified by purification columns provided in the kit and analyzed by semi-quantitative PCR. Primers specific to the predicted binding sites in promoter regions of *Tnfaip3* were designed to amplify a fragment spanning positions −89 to −410∶5′-CCCGGAGAAACTCCTAGGTC-3′ (forward); 5′-GCCGCTTTTTCTGTCAATTC-3′ (reverse).

### Immunoblotting

Cells were lysed and cell extracts were collected. Protein concentrations were determined by the Bradford assay (Bio-Rad). Cell lysates were then resolved by SDS-PAGE and transferred to polyvinylidene difluoride (PVDF) membranes (Millipore). The membranes were then incubated with the indicated primary antibody followed by an HRP-conjugated secondary antibody. The antibodies are: rabbit anti-C/EBPδ (sc-636, Santa Cruz); p38 (sc-728, Santa Cruz); IKKβ (05–535, Upstate); A20 (IMG-161, Imgenex); GAPDH (#5174, Cell Signaling); phospho-p38 (#9211, Cell Signaling); actin (A4700, Sigma); and HRP-conjugated anti-mouse and anti-rabbit secondary antibodies (115-035-003 and 111-035-003, Jackson ImmunoResearch). The immunoreactive bands were detected using the Western Lighting® Plus-ECL (PerkinElmer).

### Statistical Analysis

All statistical analyses were performed with SPSS 13.0. Data are presented as means ± standard deviation (SD) from at least two separate experiments. Statistical significance was determined by Student’s t test. Unless otherwise indicated, a *P* value less than 0.05 was considered significant.

## Results

### Inhibition of NF-κB and p38 Signaling Pathways in LPS-induced Bone Marrow Derived Macrophages

Since NF-κB is retained in the cytoplasm through association with inhibitor κB (IκB) and degradation of IκB depends mainly on IKKβ [24], BMDMs derived from *Ikkβ* ^Δ^ mice were used to identify genes regulated by NF-κB. 

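BMDMs are macrophages grown from bone marrow cells, here over 7 days in medium conditioned by L929 cells. They came from wt mice and from mice in which Mx1-Cre had deleted *Ikkβ*, the gene of the kinase that marks IκB for degradation. LPS is a bacterial outer membrane lipid that macrophages sense through TLR4. Of the time points, 0 h and 4 h of 100 ng/ml LPS were analysed here, with 3 arrays in each of the 4 groups of genotype and time. By the sample labels, the 4 arrays of one replicate number lay on one BeadChip. The labels name the cells as RAW264.7, a mouse macrophage line, whereas the paper describes BMDMs, and the paper was followed. Neither states that the replicates came from separate mice or cultures, so p-values measure only the spread between these samples, which may be technical. The authors read the arrays with BeadStudio 3.1, which gives each of the 25697 probes an intensity and a detection p-value against control beads. Of these probes, 11010 to 11300 (median 11246) were detected at a p under 0.05 on the wt arrays at 0 h and 10181 to 11107 (median 10226) at 4 h. On IKKβ-deficient arrays the numbers were 11024 to 11511 (median 11167) at 0 h and 10050 to 11135 (median 10622) at 4 h. The intensities, deposited without normalization, were quantile-normalized over the 12 arrays without background subtraction and put on the log2 scale. A probe was used if it was detected on at least 3 of the 12 arrays, and a gene with several such probes was read from the brightest one, which left 8576 genes. Groups were compared with limma in 1 fit of the 4 groups, 2-sided, and a gene was taken as changed at a Benjamini-Hochberg adjusted p under 0.05. Arrays of one BeadChip deviated together from their group means, so values with the BeadChip as a block are given where they change a call. Scaling every array to its median in place of quantile normalization moved the median log2 change of all genes with LPS in wt BMDMs from -0.03 to -0.17. The number of arrays limits the precision.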

To identify the differentially expressed genes in wt and IKKβ-deficient BMDMs, BMDMs generated from wt (*Ikkβ* ^F/F^; *Ikkβ* flanked with *LoxP* sites) and *Ikkβ* ^Δ^ mice were cultured and treated with 100 ng/ml LPS for 2, 4, and 8 hours or with medium alone as a control. RNAs extracted from these BMDMs were analyzed using an Illumina MouseRef-8 v2 Expression BeadChip, which provides 25,697 probes and targets over 19,100 unique genes. 

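*Ikbkb* encodes IKKβ, and its probe was detected on all 12 arrays. In wt BMDMs its normalized signal was 403 ± 74.8 (SD, n = 3) at 0 h and 686 ± 96.5 (SD, n = 3) after 4 h of LPS. In IKKβ-deficient BMDMs it was 191 ± 6.27 (SD, n = 3) at 0 h and 217 ± 20.8 (SD, n = 3) at 4 h. On each of the 3 BeadChips the IKKβ-deficient array lay below the wt array of the same time. At 4 h the log2 difference between the genotypes was -1.66 (standard error 0.162, adjusted p = 0.0107 from limma, 0.0193 with the BeadChip as a block). At 0 h it was -1.06 (standard error 0.162), with an adjusted p = 0.552. LPS moved the signal in wt BMDMs by a log2 value of 0.78 (standard error 0.162, adjusted p = 0.184, 0.0265 with the block). Whether the probe lies in the deleted part of the gene is not given in the sources used here. The call at 4 h was lost without replicate 1 (adjusted p = 0.0843), 2 (1.00) or 3 (0.743) and under median scaling (0.601), at log2 differences between -1.47 and -1.78. It was also lost without single arrays at 4 h, namely wt replicate 1 (0.0758) or 3 (0.0883) or IKKβ-deficient replicate 1 (0.0913), 2 (0.0848) or 3 (0.063).

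**Figure D1:**
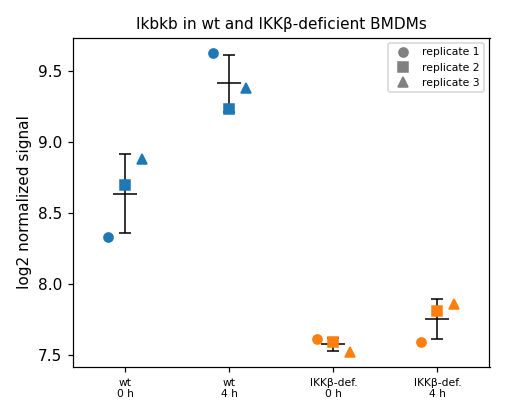
Normalized signal of *Ikbkb* on each of the 12 arrays, on a log2 scale, by genotype and time of LPS. Each symbol is an array, its shape gives the replicate number, and bars give the mean ± SD of the 3 log2 values; every IKKβ-deficient array lies below every wt array.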

To assess the depletion of *Ikkβ* (alias *Ikbkb*) in these *Ikkβ* ^Δ^ BMDMs, we examined the mRNA expression levels of *Ikkβ* in wt and *Ikkβ* ^Δ^ BMDMs. As shown in Fig. 1A, western blotting showed that protein amounts of IKKβ were hardly detected in *Ikkβ* ^Δ^ BMDMs as compared to wt BMDMs, indicating the success of *Ikkβ* depletion. Furthermore, a pilot study in microarray analysis showed that most genes were induced by LPS at 4 h (data not shown). We therefore focused on the 4-hour time point of LPS treatment in subsequent experiments.

**Figure 1:**
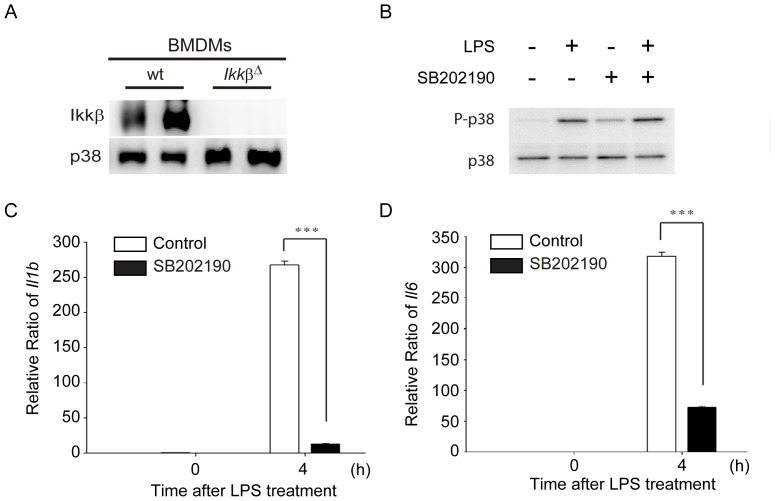
Depletion of IKKβ expression and inhibition of p38 signaling pathway in *Ikkβ* ^Δ^ and SB202190-treated bone marrow-derived macrophages (BMDMs). (A) Immunoblotting of IKKβ and p38 from BMDMs isolated from wild-type (wt; *Ikkβ* ^F/F^) and *Ikkβ* ^Δ^ mice. (B) Immunoblotting of p38 and phosphorylated p38 from wt BMDMs treated with LPS (100 ng/mL) in the absence or presence of SB202190 (10 µM) for 2 h. (C & D) mRNA expression levels of IL-1β and IL-6 were inhibited in SB202190-treated BMDMs after LPS treatment. The expression levels of *Il1b* (C) and *Il6* (D) were determined from wt BMDMs treated with LPS (100 ng/mL) for 4 h in the absence or presence of SB202190 (10 µM) for 2 h using real-time RT-PCR. Data represent the mean ± SEM for three independent experiments. ***, *P*<0.005.

To explore which genes respond to LPS via the p38 signaling pathway, BMDMs of C57BL/6 mice were preincubated with 10 µM p38 inhibitor SB202190 for 2 h, followed by 4 h of LPS treatment. 

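SB202190 is a small molecule that blocks the p38 kinase, and DMSO is the solvent in which it is given. The groups analysed here were DMSO control and SB202190-treated BMDMs (10 µM, 2 h before LPS), each at 0 h and after 4 h of 100 ng/ml LPS, with 3 arrays in each of the 4 groups. The authors deposited these arrays as intensities without normalization and as quantile-normalized values from Partek. Their columns conflict. Of the 12 normalized columns, 8 had the same rank order of probes as an intensity column, 6 of them with the same condition and only 1 with the same replicate number too. For the other 2, the normalized column of SB202190 replicate 2 at 0 h matched an intensity column labelled DMSO replicate 3 at 4 h, and that of DMSO replicate 3 at 4 h matched one labelled SB202190 replicate 3 at 0 h. The remaining 4 normalized columns, all of SB202190, matched none (highest rank correlation 0.938). The normalized values with their own labels give the folds of Table S1, so these were used. Under the labels of the intensities no gene passed any comparison of this experiment, a check chosen after seeing the data. By those labels, though, the control's LPS change on the BeadChip of replicate 3 correlated at -0.164 across genes with that in wt BMDMs. For replicate 3 of the normalized values it was 0.702. Counts and signs under the labels of the intensities therefore cannot tell how stable a result is. Detection p-values stand only with the intensities. On the intensity columns that match normalized ones, 12093 to 12455 probes (median 12103) were detected for DMSO at 0 h and 11038 to 11673 (median 11279) at 4 h. The SB202190 arrays with a match, replicate 2 at each time, had 12353 at 0 h and 12508 at 4 h. The filter on detection used all 12 intensity columns, 4 of them without a normalized counterpart, and left 9130 genes. The SB202190 arrays lay closer together than any other group. Their median SD over genes was 0.11 at 0 h and 0.08 at 4 h on the log2 scale, against 0.31 and 0.28 with DMSO. A fit of all 4 groups assumes 1 spread per gene, and this affects the counts. In 20 simulated sets with these unequal spreads, independent arrays and no changed gene, it called a median of 138.5 (97 to 176) of 9130 genes for LPS in the DMSO control. The DMSO arrays of 1 replicate number deviate together, though. With that correlation in the simulation, added after these results were seen, it called 22 (8 to 44) there and 0 in every set for LPS with SB202190. For SB202190 against DMSO it then called 38.5 (12 to 70) at 0 h and 8 (0 to 25) at 4 h.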

SB202190 treatment did not suppress TLR4-activated proteins upstream of p38 MAPK activity, demonstrated by phosphorylation of p38 at Thr180/Tyr182 (Fig. 1B). To confirm that p38 kinase activity was inhibited by SB202190, mRNA expression levels of IL-1β (Interleukin-1β, encoded by *Il1b*) and IL-6 (Interleukin 6, encoded by *Il6*), cytokines produced by the activation of the p38 pathway [25], were analyzed by quantitative RT-PCR. The results revealed that both *Il1b* (Fig. 1C) and *Il6* (Fig. 1D) mRNAs were significantly (*P*<0.005) suppressed in BMDMs pretreated with SB202190.

### Identification of p38-dependent NF-κB Target Genes in Activated Macrophages

To investigate genes that were regulated by both NF-κB and p38-downstream transcription factors in activated macrophages, we first used microarrays to identify genes induced by LPS in a NF-κB- and p38-dependent manner. 

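After 4 h of LPS, *Gfi1* and *Gadd45a* were higher in wt BMDMs than at 0 h. With the BeadChip as a block, further single genes such as *Il1a*, *Lcn2* and *Ptges* were higher and *Pcna* and *Mcm6* lower. *Gfi1*, which encodes a transcriptional repressor of myeloid cells, rose by a log2 fold change of 2.40 (standard error 0.273, adjusted p = 0.0212) by limma. *Gadd45a*, a growth arrest and stress gene, rose by 2.18 (standard error 0.283, adjusted p = 0.0468), *Shisa3* by 1.94 (standard error 0.215, adjusted p = 0.0212) and *Zfand2b* by 0.99 (standard error 0.133, adjusted p = 0.0476). These were the 4 of 8576 genes that passed without the block, and none fell (631 at an unadjusted p under 0.05). With the BeadChip as a block 553 genes changed, 236 up and 317 down. A fit of these 2 groups alone, chosen after seeing the data, called 0 with the block (1546 at an unadjusted p under 0.05). Among them were *Lcn2*, an iron-scavenging protein, at 3.91 (standard error 1.05, adjusted p = 0.305, 0.00654 with the block), the cytokine gene *Il1a* at 3.85 (standard error 0.959, adjusted p = 0.256, 0.0146 with the block) and *Ptges*, which makes prostaglandin E2, at 3.36 (standard error 0.658, adjusted p = 0.171, 0.00725 with the block). *Serpinb2*, an inhibitor of plasminogen activators, stood at 3.34 (standard error 0.723, adjusted p = 0.192, 0.0180 with the block), *Inhba*, an activin subunit, at 2.97 (standard error 0.480, adjusted p = 0.0941, 0.00706 with the block) and *Nfkbia*, which encodes IκBα, at 1.76 (standard error 0.690, adjusted p = 0.590, 0.0462 with the block). The DNA replication genes *Pcna* and *Mcm6* stood at -0.80 (adjusted p = 0.331, 0.0107 with the block) and -0.82 (0.590 and 0.0284), and *Cdc42ep3* at -1.61 (0.0591 and 0.00872). Of 16 measured inflammatory cytokines, listed before the data were examined, none passed without the block (4 higher when adjusted over the list alone) and 4 rose with it (adjusted p = 0.17 for the list with an estimated correlation). Of 15 genes of the NF-κB family and its feedback inhibitors none passed (2 higher when adjusted over the list alone) and 4 rose with the block (adjusted p = 0.20 with an estimated correlation). Of 17 cell cycle genes none passed, and 6 fell with the block (adjusted p = 0.43 with an estimated correlation). None of 25 interferon-stimulated genes passed in either fit. With any 1 whole replicate left out no gene passed, and of the single arrays leaving out wt at 0 h replicate 1, 2 or 3, wt at 4 h replicate 3, IKKβ-deficient at 0 h replicate 3 or at 4 h replicate 1 also left 0. Without wt at 4 h replicate 1 there was 1, and without replicate 2 of wt or of IKKβ-deficient at 4 h there were 2.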

All microarray data were first subjected to quantile normalization. 

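Between IKKβ-deficient and wt BMDMs at 4 h of LPS, *Ikbkb* itself was the 1 of 8576 genes that differed at an adjusted p under 0.05 by limma, with or without the BeadChip as a block (85 genes at an unadjusted p under 0.05, 468 with the block). *Shisa3* stood at a log2 difference of -0.94 (standard error 0.215, adjusted p = 1.00) and was lower on all 3 BeadChips, as were *Gfi1* at -0.66 (standard error 0.273, adjusted p = 1.00) and *Rcl1* at -0.95 (standard error 0.476, adjusted p = 1.00). *Tnfaip3*, which encodes the NF-κB inhibitor A20, stood at -0.52 (standard error 0.927) and *Il1b* at -0.32 (standard error 1.76), both lower on 3 BeadChips. The standard errors in this paragraph come from the fit without the block. They pool the arrays of 0 h and 4 h and take in the spread between BeadChips, so they do not measure the spread of paired differences. *Serpinb2* stood at -0.87 (standard error 0.723) and *Zc3h12a*, which encodes an RNase that degrades cytokine mRNA, at -0.15 (standard error 0.410), both lower on 2 BeadChips. Within IKKβ-deficient BMDMs no gene passed between 0 and 4 h of LPS (571 at an unadjusted p under 0.05, smallest adjusted p = 0.0527). With the block 328 changed, 171 up and 157 down, and 0 in a fit of these 2 groups alone with the block, chosen after seeing the data (1770 at an unadjusted p under 0.05). In the fit of 4 groups with the block *Saa3*, an acute-phase protein, rose by 2.34 (standard error 0.287, adjusted p = 0.0527, 0.0110 with the block) and *Fpr2*, a formyl peptide receptor, by 1.89 (standard error 0.239, adjusted p = 0.0527, 0.0111 with the block). *Il1a* rose by 3.84 (0.353, 0.0181 with the block), *Lcn2* by 4.18 (0.353 and 0.0110) and *Zc3h12a* by 1.28 (0.592 and 0.0410), adjusted p-values in parentheses. *Tnfaip3* stood at 2.29 (standard error 0.927, adjusted p = 0.691, 0.0600 with the block) and *Serpinb2* at 2.40 (standard error 0.723, adjusted p = 0.508, 0.0589 with the block). The difference between the genotypes in the response to LPS was tested as an interaction, and 0 genes passed (29 at an unadjusted p under 0.05, 240 with the block). Of 18 genes of the IKK complex and TLR4 adaptors, *Ikbkb* was the 1 that was lower at 4 h. Of 15 NF-κB family genes, 16 cytokines and 14 chemokines none passed between the genotypes, which at these standard errors does not show that they were unchanged. With a preset correlation between genes of 0.01, 4 of 25 lists passed between the genotypes at 4 h (1 up, 3 down) and 6 at 0 h (1 up, 5 down). With an estimated correlation 0 passed at either time. Without wt at 0 h or at 4 h replicate 1, 3 genes passed for LPS in IKKβ-deficient BMDMs.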

In order to identify NF-κB regulated genes, we sought genes that were down-regulated in *Ikkβ* ^Δ^ BMDMs as compared to wt BMDMs in response to LPS. Similarly, genes that were regulated by p38-dependent transcription factors were identified by comparing SB202190-treated BMDMs with untreated BMDMs. 

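At 4 h of LPS, single genes such as *Serpinb2*, *Dusp1*, *Zfp36* and *Fos* were lower with SB202190 than with DMSO, and the tubulin genes *Tubb2b* and *Tubb4b* and *Ciita* were higher. *Gfi1* fell by a log2 difference of 3.46 (standard error 0.372, adjusted p = 0.00175 from limma). *Il19*, a cytokine of the IL-10 family, stood at -4.39 (standard error 0.796, adjusted p = 0.0188) and *Serpinb2* at -3.77 (standard error 0.765, adjusted p = 0.0293). *Dusp1*, a phosphatase that turns off p38, stood at -3.26 (standard error 0.519, adjusted p = 0.0122) and *Zfp36*, which encodes the mRNA-destabilizing protein TTP, at -2.99 (standard error 0.317, adjusted p = 0.00174). *Fos* stood at -2.53 (adjusted p = 0.0106), *Shisa3* at -2.41 (adjusted p = 0.0113), *Ddit4* at -1.68 (adjusted p = 0.0196), *Birc3* at -1.29 (adjusted p = 0.0247), *Rhou* at -0.97 (adjusted p = 0.00572) and *Dtx2* at -0.57 (adjusted p = 0.0457, 0.0575 with the replicate number as a block). Among the rises, *Tubb2b* stood at 2.55 (standard error 0.372, adjusted p = 0.00954) and *Tubb4b* at 1.94 (adjusted p = 0.00663). *Ciita*, the activator of MHC class II genes, stood at 2.07 (adjusted p = 0.0162), the urokinase gene *Plau* at 2.10 (adjusted p = 0.0207), *Klf2* at 1.86 (adjusted p = 0.0293), *Adi1* at 2.33 (adjusted p = 0.0142), *Chac1* at 1.80 (adjusted p = 0.0441) and *Dusp8* at 1.59 (adjusted p = 0.0175). In all 298 of 9130 genes changed, 203 up and 95 down. *Rcl1* at -1.60 (adjusted p = 0.0530), *Klf7* at -0.98 (adjusted p = 0.0742), *Zc3h12a* at -0.82 (adjusted p = 0.307), *Tnfaip3* at -0.65 (adjusted p = 0.687) and *Il1b* at -0.67 (adjusted p = 0.810) did not pass. Each was lower in all 3 comparisons of same-numbered arrays, though the numbers do not pair these arrays. The fit pools the spread at 0 h with that at 4 h. *Tnfaip3* with DMSO was 3109 ± 4483 (SD, n = 3) at 0 h. At 4 h it was 12698 ± 726 with DMSO and 8069 ± 445 with SB202190 (SD, n = 3). By the methods' t-test, 1-sided and unadjusted, it was lower at 4 h at p of 0.05 or less. Of 17 p38-dependent LPS targets, listed before the data were examined, 4 fell (5 when adjusted over the list alone, adjusted p = 0.66 with an estimated correlation). Of 17 MAPK phosphatases and p38 pathway genes *Dusp1* fell and *Dusp8* rose, the same when adjusted over the list alone. Of 15 NF-κB family genes *Birc3* fell, and of 18 cytokines on the list none passed. The unequal spreads of the groups limit this count. It was 575 with array weights by group and 528 in a fit of the 2 groups compared, 247 of them shared with the 298, the latter fit chosen after seeing the data. It was 0 without replicate 1, 596 without replicate 2, 47 without replicate 3, 0 with the 3 SB202190 arrays averaged as 1 sample, and 0 by the labels of the intensities, under which *Serpinb2*, *Dtx2*, *Birc3*, *Tubb4b* and *Adi1* had the opposite sign. Those labels are in doubt on the BeadChip of replicate 3, so that last count and these signs do not measure stability. Of single arrays, the number of genes was 1141 without DMSO at 0 h replicate 2, 131 without DMSO at 4 h replicate 1, 130 to 163 without 1 of the SB202190 arrays at 0 h and 25 to 29 without 1 of those at 4 h.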

Afterward, genes identified in both comparisons were chosen for further analysis. The selection criteria of gene candidates were described in *Materials and Methods*. Briefly, since the basal expression of some genes in *Ikkβ* ^Δ^ or SB202190-treated BMDMs was close to background intensity levels, we used wt as the basal expression levels, if no significant differences were found among wt, *Ikkβ* ^Δ^,or p38-inhibited BMDMs before LPS treatment. The NF-κB and p38-dependent genes were genes that were significantly (*P*≤0.05) up-regulated by at least 2.5-fold after induction by LPS in wt, and suppressed in *Ikkβ* ^Δ^ and p38-inhibited BMDMs. 

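In the DMSO control, the chemokine genes *Cxcl1* and *Cxcl2*, some cytokine genes and NF-κB feedback inhibitors such as *Nfkbia* rose after 4 h of LPS, and some cell cycle genes fell. The neutrophil chemokine genes *Cxcl1* and *Cxcl2* rose by log2 fold changes of 5.29 (standard error 1.14, adjusted p = 0.0267) and 4.90 (standard error 1.11, adjusted p = 0.0300) by limma. *Il1a* rose by 4.68 (adjusted p = 0.0333), *Il6* by 4.55 (adjusted p = 0.0399), *Dusp2*, a nuclear MAPK phosphatase, by 4.11 (adjusted p = 0.0439), *Gfi1* by 3.88 (adjusted p = 0.00193) and *Ptges* by 3.31 (adjusted p = 0.00193). *Tnfaip3* rose by 3.30 (standard error 0.830, adjusted p = 0.0422), *Serpinb2* by 3.27 (standard error 0.765, adjusted p = 0.0337) and *Zc3h12a* by 1.93 (standard error 0.426, adjusted p = 0.0281). *Il1b* stood at 4.29 (standard error 1.33, adjusted p = 0.0781) and did not pass. *Hhex*, a homeobox gene, stood at -2.49 (adjusted p = 0.00361), *Tmem86a* at -3.34 (adjusted p = 0.0419), the cyclin gene *Ccnd1* at -3.05 (adjusted p = 0.0422) and *Fos* at -2.04 (adjusted p = 0.0165), all lower. Of 15 NF-κB family and feedback genes 11 rose (15 when adjusted over the list alone), among them *Nfkbia* by 2.13 (adjusted p = 0.0263), *Birc3* by 1.48 (adjusted p = 0.0122) and *Relb* by 1.40 (adjusted p = 0.0256). The adjusted p of that list was 0.14 with an estimated correlation, as it was for 18 cytokines, of which 7 rose (11 when adjusted over the list alone), and for 17 cell cycle genes, of which 9 fell (12 when adjusted over the list alone). The replication gene *Mcm2* stood at -1.36 (adjusted p = 0.00615), the mitotic kinase gene *Plk1* at -1.12 (adjusted p = 0.00683) and *E2f2* at -2.37 (adjusted p = 0.0278). Of 15 chemokines 2 rose (3 when adjusted over the list alone, adjusted p = 0.28 with an estimated correlation), and of 27 interferon-stimulated genes none passed. In all 596 of 9130 genes changed, 264 up and 332 down, 202 of them by at least 2.5-fold. With the unequal spreads described for these arrays, the count was 120 with array weights by group and 0 in a fit of these 2 groups alone, chosen after seeing the data (1035 at an unadjusted p under 0.05). That fit also called 0 with the replicate number as a block (2276 unadjusted). The count was 0 without replicate 1 or 3 and 2502 without replicate 2. Of single arrays, it was 2467 without DMSO at 0 h replicate 2, 1262 without DMSO at 4 h replicate 2 and 116 to 356 without 1 of the other arrays.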

As shown in Fig. 2A, 54 genes were identified as NF-κB regulated genes in the wt vs. *Ikkβ* ^Δ^ comparison, and 105 genes were selected as p38-dependent genes in the wt vs. p38-inhibited comparison. Among them, 32 genes in common were both NF-κB- and p38-dependent genes. 

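The selection was run on all 25697 probes as the methods give it, with the methods' t-test on linear values, taken as 1-sided since that gives the p-values of Table S1. A probe was LPS-responsive if the control rose at least 2.5-fold at p of 0.05 or less, and suppressed if its fold in IKKβ-deficient or SB202190-treated BMDMs lay below the control fold. The suppressed fold was taken over the control level at 0 h unless the 0 h levels differed. In the IKKβ comparison 67 probes were LPS-responsive and 63 of them, of 54 genes, were selected. In the p38 comparison 170 probes were LPS-responsive and 124, of 102 genes, were selected. The median fold of the selected probes was 3.35 in wt and 2.53 in IKKβ-deficient BMDMs, and 3.27 in the DMSO control and 2.13 with SB202190. By a 2-sided test at 4 h, without adjustment, 2 of the 63 and 47 of the 124 probes were lower in the suppressed group than in the control. Under Benjamini-Hochberg adjustment of the same t-test no gene was selected in either comparison. A 2-sided test gave 38 and 71 genes, a minimum fold of 2 gave 94 and 159, and taking each group over its own 0 h level gave 34 and 70. Requiring a suppressed fold of at most 2/3 of the control fold gave 17 and 56. Without each replicate in turn the numbers were 28 to 49 and 23 to 239. By the labels of the intensities of the p38 arrays, chosen after seeing the data, 0 genes were selected there.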

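Of the 54 and 102 selected genes, 32 were selected in both comparisons, 22 in the IKKβ comparison alone and 70 in the p38 comparison alone. *Tnfaip3*, *Il1b*, *Serpinb2*, *Zc3h12a* and *Gfi1* were among the 32. A gene had to be LPS-responsive in both controls to be among them, and 41 genes were. Of these 41, 38 were selected with IKKβ deficiency and 35 with SB202190, so at least 32 had to be in both. The observed 32 is thus the smallest overlap possible, against 32.4 expected by chance (Fisher's exact test, 1-sided, p = 1). Among the 41 genes no more were shared than by chance, with little room for more since most were selected in each comparison. The number in both was 20 by a 2-sided test, 18 over each group's own 0 h level, 8 where the suppressed fold was at most 2/3 of the control fold and 52 at a minimum fold of 2. It was 2 where the suppressed group was also lower at 4 h by the same 1-sided test. It was 15 with a paired t-test over the replicate numbers as a block on linear values and 30 on log2 values. To choose the base level, that test also matched SB202190 with DMSO arrays at 0 h, which the numbers do not pair. The number in both was 0 after adjustment for the number of probes, and 3 to 18 without each replicate in turn. Of these settings, *Tnfaip3* stayed in both by the 2-sided test, at a minimum fold of 2 and with the paired test on linear values. In the others it dropped out, also without each replicate.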

As shown in Fig. 2B, the average fold changes of these 32 genes were higher at 4 h after LPS in wt or DMSO as compared to those in *Ikkβ* ^Δ^ or SB202190-treated cells. 

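Among the 32 genes are *Tnfaip3*, *Il1b*, *Gfi1*, *Serpinb2* and *Zc3h12a*. The folds of all 32 over 0 h were lower with IKKβ deficiency and with SB202190, as the selection requires. Their median fold was 3.38 (2.52 to 10.1) in wt and 2.59 (1.68 to 4.80) in IKKβ-deficient BMDMs, and 4.46 (2.56 to 16.6) in the DMSO control and 2.14 (0.383 to 5.47) with SB202190. The fold of *Serpinb2* was 10.1 in wt, 4.80 in IKKβ-deficient BMDMs, 5.89 in the DMSO control and 0.383 with SB202190. That of *Gfi1* was 5.42, 3.48, 16.6 and 1.34 in the same order, and that of *Zc3h12a* 2.55, 2.30, 3.16 and 1.78. *Tnfaip3* had folds of 2.73, 1.95, 4.08 and 2.60. Taken over the suppressed group's own 0 h level, its folds were 3.82 in IKKβ-deficient BMDMs and 12.2 with SB202190, both above those of the controls. With SB202190 that order rests on replicate 2, without which the folds were 24.2 with DMSO and 12.49 with SB202190. In the IKKβ experiment it held without each replicate, but on the BeadChip of replicate 1 alone the folds were 18.2 in wt and 11.1 in IKKβ-deficient BMDMs. These checks were chosen after seeing the data. Over their own 0 h level 19 of the 32 genes kept a lower fold in IKKβ-deficient BMDMs and 25 with SB202190, with median folds of 3.29 and 2.91. The 19 became 14 to 24 without 1 replicate and 10 to 25 without 1 array. The 25 became 18 to 31 either way. At 4 h, 20 of the 32 had a lower signal in IKKβ-deficient than in wt BMDMs on all 3 BeadChips. With SB202190, 21 were lower than with DMSO in all 3 comparisons of same-numbered arrays, though the numbers do not pair these arrays. For *Tnip1*, *Dtx2* and *Ptges*, and for *Gpr84* in the p38 experiment, limma read another, brighter probe than the selection. By limma, none of the 32 was lower at 4 h in IKKβ-deficient BMDMs (1 when adjusted over the list alone, adjusted p = 0.47 with an estimated correlation) and 5 were with SB202190 (10 when adjusted over the list alone, adjusted p = 0.50 with an estimated correlation). In the controls, 3 of the 32 rose with LPS in wt (26 when adjusted over the list alone, 24 with the BeadChip as a block, adjusted p = 0.0283 with an estimated correlation and 0.10 with that and the block) and 28 in the DMSO control (32 when adjusted over the list alone, adjusted p = 0.12 with an estimated correlation). The study chose this list on the same samples, so these counts are not independent evidence of its direction. The paper calls these 32 genes dependent on NF-κB and on p38 by its selection, and takes them on to pathway and promoter analysis.

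**Figure D2:**
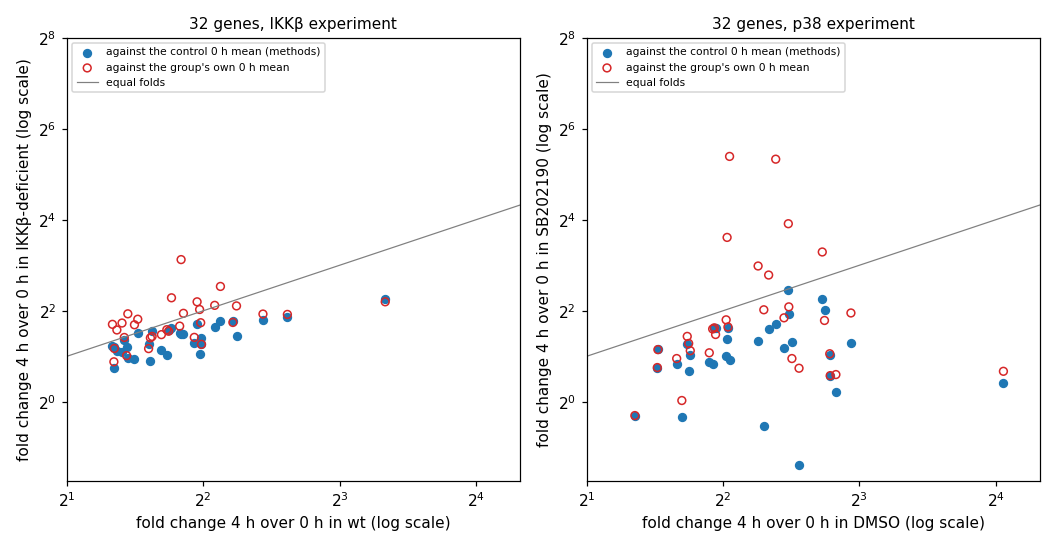
Fold of the mean signal at 4 h of LPS over 0 h for each of the 32 genes, on log scales, with the control on the horizontal axis and IKKβ-deficient (left) or SB202190-treated (right) BMDMs on the vertical axis. Filled points take the suppressed group over the control's 0 h level, or over its own where the 0 h levels differed, as in the selection. The latter holds for *Shisa3* on the left and for *Gadd45a* and *Rhou* on the right. All filled points lie below the line of equal folds. Open points take the suppressed group over its own 0 h level, and 19 of 32 on the left and 25 of 32 on the right lie below the line.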

The expression values of selected genes, including *Il1b, Serpinb2, Tnfaip3,* and *Zc3h12a*, were validated by real-time RT-PCR. 

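On the arrays, all 4 of these genes had higher mean signals after 4 h of LPS in each group. *Serpinb2* stood apart with SB202190. Its signal at 4 h was 2556 ± 1353 (SD, n = 3) in the DMSO control and 166 ± 20.1 (SD, n = 3) with SB202190, from 434 ± 557 and 99.7 ± 7.82 (SD, n = 3) at 0 h. *Serpinb2* was not above background on the SB202190 arrays at 0 h, so its rise there is at least 1.36-fold. In wt and IKKβ-deficient BMDMs it reached 1943 ± 1377 and 924 ± 344 (SD, n = 3). *Zc3h12a* reached 3278 ± 462 in the DMSO control and 1843 ± 109 with SB202190 (SD, n = 3), and 1447 ± 222 and 1307 ± 221 (SD, n = 3) in wt and IKKβ-deficient BMDMs. *Il1b*, the gene of IL-1β, reached 43030 ± 8716 and 26803 ± 1827 (SD, n = 3) in the DMSO control and with SB202190. At 0 h its signal was spread widely in the controls, at 123, 20561 and 3997 on the 3 DMSO arrays and 131, 10304 and 15929 on the 3 wt arrays. *Tnfaip3* at 4 h was 12698 ± 726 with DMSO and 8069 ± 445 with SB202190, and 4454 ± 762 in wt and 3181 ± 967 in IKKβ-deficient BMDMs (SD, n = 3). At 0 h it was 3109 ± 4483 with DMSO, where replicate 2 alone was at 8284, and 659.7 ± 13.4 with SB202190 (SD, n = 3). Every DMSO array at 4 h lay above every SB202190 array at 4 h for *Serpinb2*, *Zc3h12a*, *Il1b* and *Tnfaip3*, an order that chance gives for 5% of genes with 3 arrays against 3. That share holds for genes not chosen on these arrays. The 4 genes were selected on the same arrays for a lower fold with SB202190, so it does not apply to them. In the limma fit *Serpinb2* was the 1 of the 4 that was lower with SB202190 at 4 h, and its call was lost without replicate 1 (adjusted p = 0.225) or 3 (0.209) and without 1 of the SB202190 arrays at 4 h (0.115 to 0.125) or at 0 h (0.05 to 0.055). It was also lost without DMSO at 4 h replicate 2 (0.0617) or 3 (0.0555).

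**Figure D3:**
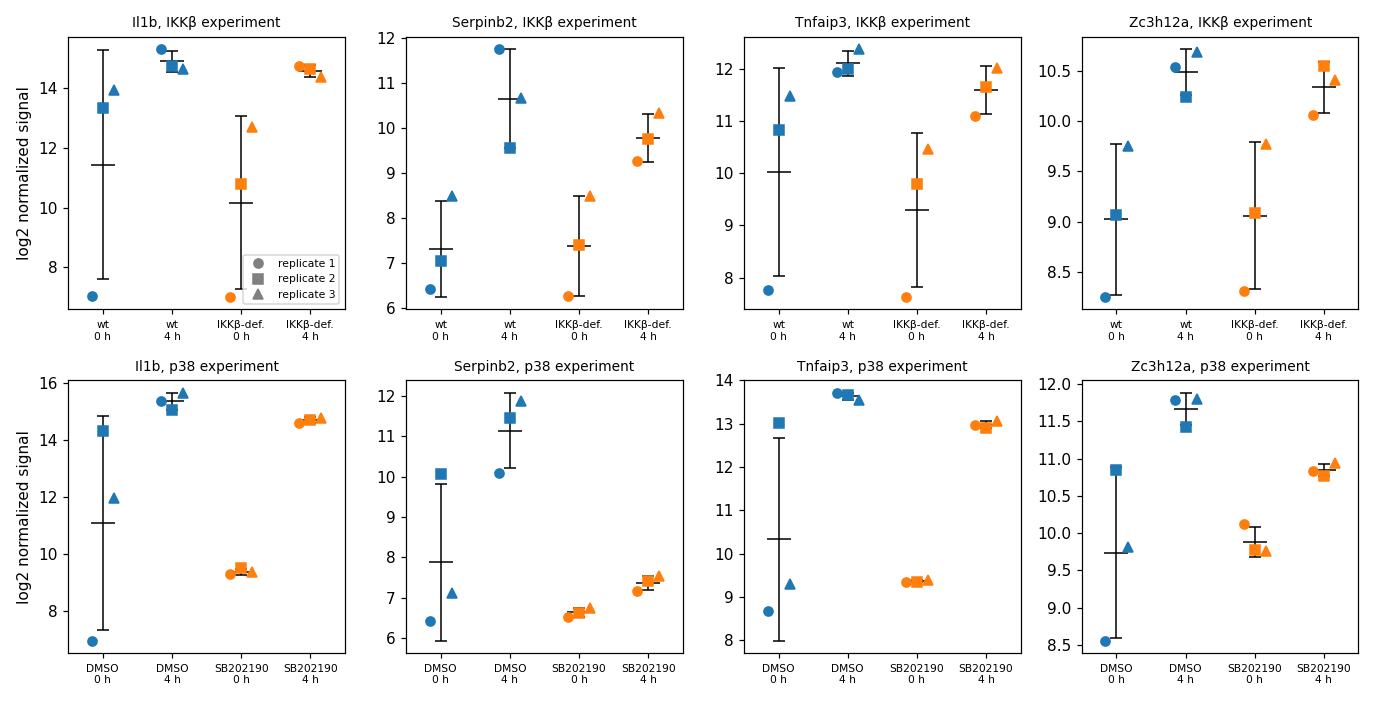
Normalized signal of *Il1b*, *Serpinb2*, *Tnfaip3* and *Zc3h12a* on each array, on a log2 scale, by group and time of LPS in both experiments. Each symbol is an array, its shape gives the replicate number, and bars give the mean ± SD of the 3 log2 values; at 0 h the DMSO and wt arrays of *Il1b* and *Tnfaip3* spread far more than the SB202190 arrays.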

As shown in Fig. 2C, these genes were significantly down-regulated in *Ikkβ* ^Δ^ and in the presence of p38 inhibitor SB202190.

**Figure 2:**
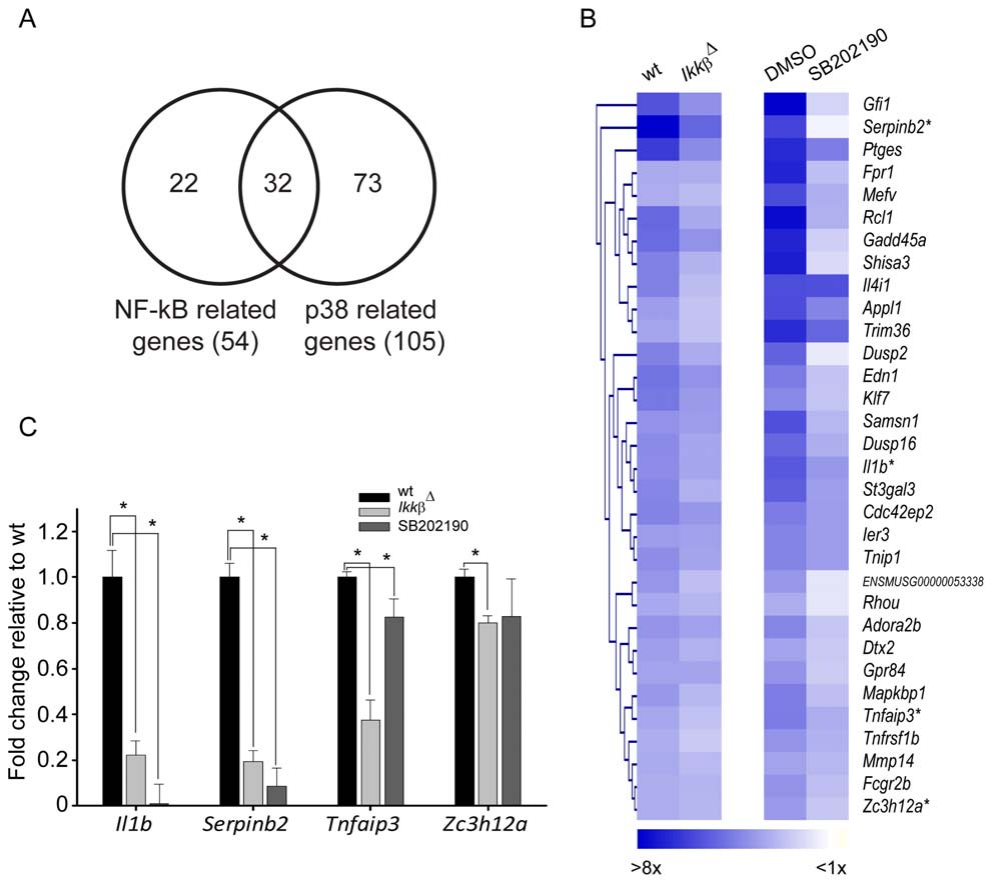
Identification of LPS-induced genes that were regulated by both NF-κB and p38. (A) Venn diagram of NF-κB and p38-dependent genes. NF-κB-related genes were identified from genes that were down-regulated in *Ikkβ* ^Δ^ BMDMs as compared with wt BMDMs after LPS treatment, and p38-related genes were selected by comparing SB202190- (p38-inhibitor) with dimethyl sulfoxide (DMSO)-treated BMDMs after LPS treatment. Thirty-two LPS-induced genes were regulated by both NF-κB and p38-downstream transcription factors. (B) Hierarchical clustering of average fold change for the NF-κB and p38-dependent genes. Each column represents the average fold change 4 h after LPS treatment compared to 0 h. *: genes chosen for PCR validation. (C) Relative fold changes of *Il1b, Serpinb2, Tnfaip3*, and *Zc3h12a* mRNA from BMDMs from wt and *Ikkβ* ^Δ^ cells stimulated with LPS (100 ng/mL) for 4 h in the presence or absence of SB202190 (10 µM) were measured by quantitative RT-PCR. The fold change of 4 h vs. 0 h was normalized to wt BMDMs. The internal control was Cyclophilin A mRNA (*Cypa*). Data represent the mean ± SD for at least two independent experiments. *, *P*<0.05.

### Functional Analysis of the NF-κB and p38-dependent Genes

To investigate the canonical pathways of these 32 genes, Ingenuity Pathway Analysis (IPA) was used. Not surprisingly, the results revealed that the top 10 canonical pathways were mostly related to the inflammatory response, such as NF-κB signaling, granulocyte adhesion and diapedesis, TNFR2 signaling, dendritic cell maturation, etc. 

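Among the genes that Table 1 places in these pathways are the NF-κB regulators *Tnfaip3* and *Tnip1*, the TNF receptor gene *Tnfrsf1b*, the matrix protease gene *Mmp14*, the endothelin gene *Edn1*, the inhibitory Fc receptor gene *Fcgr2b*, and *Appl1* and *Rhou*. *Tnip1*, which encodes a partner of A20, had folds over 0 h of 3.55, 2.85, 3.85 and 3.1 in wt, IKKβ-deficient, DMSO control and SB202190-treated BMDMs. In the same order the folds were 2.54, 1.68, 3.34 and 2.43 for *Tnfrsf1b*, 2.65, 2.14, 2.87 and 2.25 for *Mmp14* and 4.37, 3.41, 4.14 and 1.88 for *Edn1*. They were 2.52, 2.35, 3.39 and 2.04 for *Fcgr2b*, 3.06, 1.87, 5.59 and 3.83 for *Appl1* and 2.71, 2.31, 2.56 and 0.811 for *Rhou*. The 0.811 of *Rhou* is over the SB202190 group's own 0 h level, since the 0 h levels differed. The other suppressed folds are over the control's 0 h level. Over the own 0 h level of IKKβ-deficient BMDMs the folds were 3.32 for *Mmp14*, 3.25 for *Fcgr2b* and 5.80 for *Edn1*, above those in wt. Those of *Tnip1*, *Tnfrsf1b*, *Appl1* and *Rhou* stayed below. With LPS in the DMSO control, limma gave log2 fold changes of 1.73 (adjusted p = 0.0327) for *Tnip1*, read there from another, brighter probe than the folds, 1.92 (adjusted p = 0.0213) for *Tnfrsf1b*, 1.60 (adjusted p = 0.0175) for *Mmp14* and 1.36 (adjusted p = 0.00193) for *Rhou*, all rises. *Edn1* stood at 4.66 (adjusted p = 0.0583) and did not pass. With SB202190, *Rhou* stood at -0.30 (adjusted p = 0.149) after LPS, and the difference of its response from that of the DMSO control was -1.66 (standard error 0.174, adjusted p = 0.00634), tested as an interaction. Its DMSO signal at 0 h, 110 ± 13.5 (SD, n = 3), lay near background, so the size of that difference is uncertain. Over its own 0 h level *Edn1* had a fold of 42.0 with SB202190, above that of the control, whose mean at 0 h rests on replicate 2 (9188, against 100 and 129 on the others). Without that array the control fold was 113, above the fold with SB202190, a check chosen after seeing the data. The other DMSO signals at 0 h, 100 and 129, lie near background, so the size of that fold is uncertain. Without replicate 1, 2 or 3 the interaction of *Rhou* did not pass (adjusted p = 1.00, 0.0656 and 0.323). Enrichment of the pathways was not tested here.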

(Table 1).

**Table 1:** Top 10 enriched canonical pathways of the NF-κB and p38-dependent genes.

Rank	Ingenuity Canonical Pathways	−log(*P*-value)^a^	Genes
1	NF-κB signaling	3.64	*Tnip1,Tnfaip3,Il1b,Tnfrsf1b*
2	Granulocyte adhesion and diapedesis	3.62	*Mmp14,Il1b,Tnfrsf1b,Fpr1*
3	TNFR2 signaling	2.90	*Tnfaip3,Tnfrsf1b*
4	Hepatic fibrosis/hepatic stellate cell activation	2.67	*Edn1,Il1b,Tnfrsf1b*
5	Dendritic cell maturation	2.40	*Il1b,Fcgr2b,Tnfrsf1b*
6	TREM1 signaling	2.32	*Il1b,Fcgr2b*
7	IL-10 signaling	2.14	*Il1b,Fcgr2b*
8	Role of osteoblasts, osteoclasts and chondrocytes in rheumatoid arthritis	2.12	*Mmp14,Il1b,Tnfrsf1b*
9	Colorectal cancer metastasis signaling	2.03	*Appl1,Mmp14,Rhou*
10	PPAR signaling	1.90	*Il1b,Tnfrsf1b*

^a^The significance level of each canonical pathway was determined by in Ingenuity Pathway Analysis.

### LPS-induced Recruitment of p65 and C/EBPβ to the *Tnfaip3* Promoter and Upregulation of A20 Expression

Since co-expressed genes in the same functional pathway are usually subject to similar transcriptional regulation, there should be an over-representation of NF-κB and p38-related transcription factor binding sites in the promoters of a set of co-expressed genes [26], [27]. Therefore, to validate that these genes were regulated by both NF-κB and p38-related transcription factors, we used the oPOSSUM website to search for binding sites of NF-κB and p38-related transcription factors in the promoters of the NF-κB and p38-dependent genes. The sequences from −2,000 to +0 bp in the promoter regions of these genes were searched using the JASPAR database, and the prediction parameters were set as described in *Materials and Methods*.

As shown in Table 2, NF-κB and its family members, such as RELA (p65), REL, NFKB1, and NF-κB (p50) were identified at the top of the list. The next two transcription factors were DDIT3-C/EBPα dimers and C/EBPα. C/EBPα belongs to the C/EBP family and shares the same binding motif with other members of the family, such as C/EBPβ, C/EBPγ and C/EBPδ. Since it has been reported that MAPKs modulate C/EBPβ activity [28], we postulated that the NF-κB and p38-dependent genes were co-regulated by NF-κB and p38-regulated C/EBPβ. Indeed, 10 genes – *Dusp16*, *Edn1, Gadd45a, Gfi1, Klf7, Mapkbp1, Rcl1, Tnfaip3, Tnip1,* and *Zc3h12a* – had both NF-κB and C/EBP binding sites in their promoter regions.

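Promoter sites were not analysed here, and the values are those of the arrays for the 10 genes. *Gfi1* was the 1 of the 10 that was lower with SB202190 than with DMSO at 4 h of LPS by limma (3 lower when adjusted over the list alone, adjusted p = 0.50 with an estimated correlation). Its fold over 0 h was 16.6 in the DMSO control and 1.34 with SB202190. Its signals at 0 h, 125 ± 17.6 with DMSO and 105 ± 5.55 with SB202190 (SD, n = 3), lay near background, so the sizes of these folds are uncertain. *Gadd45a* had folds of 4.65, 3.41, 6.90 and 1.49 in wt, IKKβ-deficient, DMSO control and SB202190-treated BMDMs, *Klf7* of 4.24, 3.14, 3.73 and 1.82 and *Rcl1* of 4.74, 2.71, 7.67 and 2.45. The 1.49 of *Gadd45a* is over the SB202190 group's own 0 h level, 3196 ± 329 against 780 ± 205 with DMSO (SD, n = 3). At 4 h its signal was 4762 ± 261 with SB202190 and 5379 ± 3689 with DMSO (SD, n = 3). *Dusp16*, a MAPK phosphatase gene, had folds of 3.62, 2.79, 4.78 and 2.53, and *Mapkbp1* of 3.23, 2.22, 4.07 and 2.02. Apart from that of *Gadd45a* with SB202190, the suppressed folds are over the control's 0 h level. Over the group's own 0 h level *Dusp16* had 3.85 in IKKβ-deficient BMDMs and 7.91 with SB202190, both above the controls. *Klf7* had 4.35 in IKKβ-deficient BMDMs, above wt, and 2.11 with SB202190. *Gfi1*, *Gadd45a*, *Rcl1* and *Mapkbp1* stayed below their controls in both. After LPS, 9 of the 10 rose in the DMSO control (10 when adjusted over the list alone, adjusted p = 0.12 with an estimated correlation) and 6 with SB202190 (7 when adjusted over the list alone, adjusted p = 0.25 with an estimated correlation). In wt BMDMs 2 rose, *Gfi1* and *Gadd45a* (10 when adjusted over the list alone, adjusted p = 0.0283 with an estimated correlation), and 8 with the BeadChip as a block (adjusted p = 0.10 with an estimated correlation). In IKKβ-deficient BMDMs none passed by limma (10 higher when adjusted over the list alone, adjusted p = 0.0303 with an estimated correlation) and 8 rose with the block (adjusted p = 0.11 with an estimated correlation). Between IKKβ-deficient and wt BMDMs at 4 h none of the 10 passed, and all 10 had a negative log2 difference, with a median of -0.47 (adjusted p = 0.47 for the list with an estimated correlation). The genes come from the list that the study chose on these samples, so their counts are not independent evidence of direction.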

**Table 2:** Prediction of transcription factor binding sites of NF-κB and p38-dependent genes using opossum.

TF§	TF Class	Background TFBS rate†	Target TFBS rate		Z-score		
RELA (p65)	REL	0.0043		0.0152		17.64	
REL	REL	0.0094		0.0241		16.04	
NFKB1	REL	0.0028		0.0108		15.98	
NF-κB (p50)	REL	0.0061		0.0152		12.27	
DDIT3-C/EBPα	bZIP	0.0036		0.0086		8.55	
C/EBPα	bZIP	0.0114		0.0193		7.80	
HLF#	bZIP	0.0048		0.0096		7.27	
SRF#	MADS	0.0005		0.0021		7.19	
USF1#	bHLH-ZIP	0.0083		0.0144		6.95	
SOX9	High Mobility Group	0.0115		0.0185		6.87	

§ TF: transcription factor.

† Background TFBS rate: rate of transcription factor binding site in genome.

# TF Abbreviation: HLF: hepatic leukemia factor; SRF: serum response factor; USF1: Upstream stimulatory factor 1.

To investigate the binding activities of NF-κB and C/EBPβ in the promoters of these genes, we chose *Tnfaip3*, which encodes the ubiquitin-modifying enzyme A20, as a target gene for further experiments based on the number of binding sites and their proximity to the transcription start site. First, we examined whether C/EBPβ and A20 were suppressed in *Ikkβ* ^Δ^ and p38-inhibited cells by RT-PCR (Fig. 3A, B, & C) and immunoblotting (Fig. 3D). Expression of *Cebpb* and *Tnfaip3* were significantly inhibited both in p38-inhibited BMDMs and in *Ikkβ* ^Δ^ BMDMs 4 hours after LPS treatment (Fig. 3A, B, & C). Also, protein amounts of A20 (TNFAIP3) decreased both in p38-inhibited BMDMs and in *Ikkβ* ^Δ^ BMDMs (Fig. 3D). Furthermore, using the murine macrophage cell line RAW264.7, both A20 and C/EBPβ showed similarly reduced expression patterns starting from 1 hour after LPS treatment in p38-inhibited cells (Fig. 3E). Consistent with previous reports [29], [30], C/EBPδ, another C/EBP family transcription factor whose induction is also dependent on p38 MAPK, was induced at 4 h after LPS treatment, suggesting that C/EBPδ is unlikely to be responsible for LPS-triggered A20 expression.

**Figure 3:**
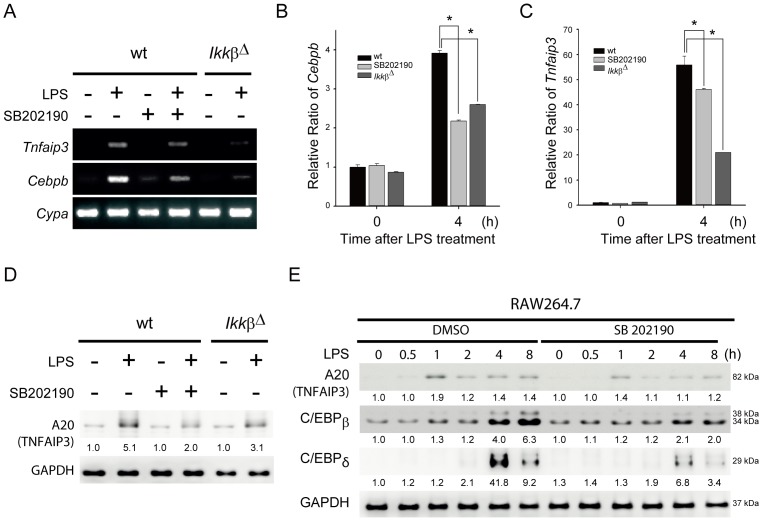
C/EBPβ and A20 (TNFAIP3) were suppressed in *Ikkβ* ^Δ^ and p38-inhibited macrophages. (A–C) Expression levels of *Tnfaip3* and *Cebpb* mRNA were decreased in *Ikkβ* ^Δ^ and p38-inhibited BMDMs in response to LPS. BMDMs from wt and *Ikkβ* ^Δ^ cells treated with or without SB202190 (10 µM) were stimulated with LPS (100 ng/mL) for 4 h. Total RNAs were isolated and analyzed by semi-quantitative RT-PCR (A) or quantitative real-time RT-PCR for expression of *Cebpb* (B) and *Tnfaip3* (C) mRNAs. Results were normalized to Cyclophilin A (*Cypa*) and are presented relative to expression in wt BMDMs. *P<0.05. (D) A20 (TNFAIP3) protein levels were decreased in p38-inhibited (SB202190) and *Ikkβ* ^Δ^ BMDMs after LPS treatment. (E) Temporal profiles of A20, C/EBPβ, and C/EBPδ in p38-inhibited RAW264.7 cells after LPS treatment for the indicated duration. Cell lysates were prepared and analyzed by immunoblotting with the indicated antibodies.

Next, chromatin immunoprecipitation (ChIP) assays using anti-p65 or anti-C/EBPβ antibodies were performed in RAW264.7 cells stimulated with LPS for 0, 1, 2 and 4 hours. Subsequent PCR was done to amplify a fragment (−89 ∼ −410 bp) of the *Tnfaip3* promoter containing p65 and C/EBPβ binding sites (Fig. 4A). Recruitment of p65 and C/EBPβ to the *Tnfaip3* promoter was confirmed, with slightly increased binding of p65 and obviously increased binding of C/EBPβ upon exposure to LPS (Fig. 4B). Real-time PCR analysis of ChIP showed that p65 and C/EBPβ associated with the *Tnfaip3* promoter after LPS treatment in control RAW264.7 cells, and that the association was reduced upon p38 inhibition (Fig. 4C). To further confirm that C/EBPβ is involved in TLR4-activated A20 expression, we depleted C/EBPβ expression in RAW264.7 cells by lentivirus-mediated short hairpin RNA (shRNA). Stimulation of cells expressing control shRNA (*shLuc*) with LPS induced A20 production, whereas C/EBPβ-depleted RAW264.7 cells showed decreased levels of A20 in response to LPS (Fig. 4D). Together these data indicate that NF-κB p65 and C/EBPβ were mediators of LPS-induced *Tnfaip3* expression in macrophages.

**Figure 4:**
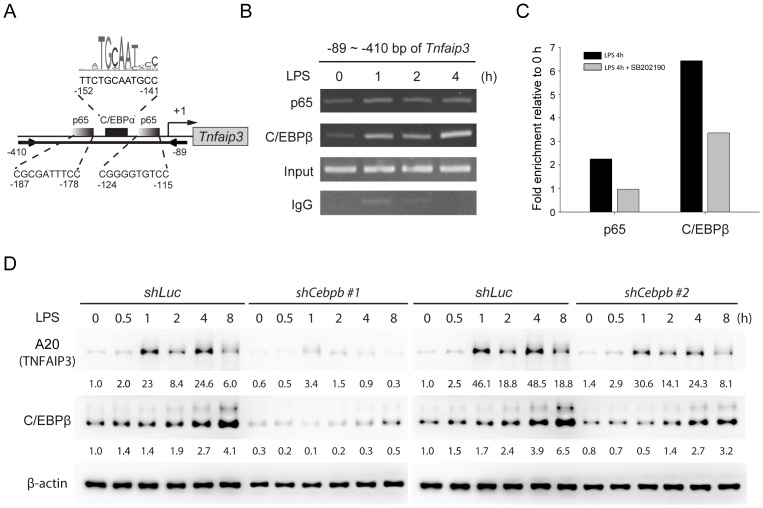
NF-κB and C/EBPβ are required for induction of *Tnfaip3* in LPS-activated macrophages. (A) Schematic map of predicted NF-κB p65 and C/EBPβ DNA binding sites in the promoter of *Tnfaip3*. oPOSSUM (http://www.cisreg.ca/oPOSSUM/) was used as the prediction tool. The JASPAR CORE vertebrate database was selected for transcription factor binding site matrices. Two arrows depict the PCR primers. (B) p65 and C/EBPβ bind to the promoter of *Tnfaip3* after LPS stimulation. RAW264.7 cells were treated with LPS (100 ng/ml) for the indicated times. Chromatin was immunoprecipitated with anti-p65 and anti-C/EBPβ antibodies. Rabbit IgG was a negative control. Precipitated DNA or 1% of the chromatin input was amplified with primers for the *Tnfaip3* promoter (−89 ∼ −410). The PCR products were loaded and separated on a 2% agarose gel. One of two independent experiments is shown. (C) LPS-induced association of p65 and C/EBPβ with *Tnfaip3* was reduced in the presence of p38 inhibition. Chromatin isolated from RAW264.7 cells treated with LPS (100 ng/ml) for 4 h in the absence or presence of SB202190 (10 µM) were subjected to ChIP assay as described above. The relative quantity of promoter enriched by ChIP was quantified by real-time PCR and expressed as the fold enrichment of untreated control samples after normalization to rabbit IgG. Data represent the means of two independent experiments. (D) LPS-induced expression of A20 (TNFAIP3) was decreased in C/EBPβ-depleted RAW264.7 cells. Cells were infected with lentiviruses encoding shRNA against luciferase (*shLuc*) or C/EBPβ (*shCebpb*), and treated with LPS (100 ng/ml) for the indicated times. Cell lysates were collected and analyzed by immunoblotting using the indicated antibodies.

## Discussion

The expression levels of LPS-induced genes in macrophages are strictly regulated by NF-κB and other transcription factors whose activities depend on p38 MAP kinase [17], [18]. However, these transcription factors remain to be identified. In this study, microarrays were used to identify genes regulated by both NF-κB and p38. *In silico* analysis of transcription factor binding sites was used to predict the potential synergistic transcription factors from the co-regulated genes. Among these genes, we found that NF-κB and C/EBPβ, a p38-downstream transcription factor, co-regulate *Tnfaip3* in response to LPS treatment in macrophages.

Although some studies have investigated global expression profiling using cDNA microarrays to understand the molecular processes of gene expression after LPS stimulation [12], [14], [15], [16], [31], they either discussed general patterns of expression profiling or were narrowly focused on a particular physiological function. For example, Park JM et al. found that the TLR4-p38 MAPK-CREB axis is responsible for PAI-2 induction by searching p38-dependent transcription factors in LPS-induced apoptotic gene promoters [12]. In contrast, we used a systematic approach to lead the discovery of LPS-responsive genes regulated by NF-κB and a p38-downstream transcription factor C/EBPβ. By comparing the mRNA expression levels in wt cells with those in *Ikkβ* ^Δ^ and in p38-inhibited cells, 32 LPS-induced genes subject to NF-κB- and p38-mediated regulation were identified. Furthermore, *in silico* analysis predicted that 10 genes (*Dusp16*, *Edn1, Gadd45a, Gfi1, Klf7, Mapkbp1, Rcl1, Tnfaip3, Tnip1,* and *Zc3h12a*) contained NF-κB and C/EBP binding sites in their promoters. These genes are very likely subject to NF-κB and C/EBPβ regulation in response to LPS stimulation. Yet, due to the limitations of bioinformatics, this hypothesis still needs to be experimentally validated. In addition, although using primary BMDMs for experimentation has always been a high priority, the resources were limited. Therefore, the murine macrophage-like RAW264.7 cells were used in some experiments of this study.

It has been estimated that nearly 100 transcription factors are induced by LPS to precisely regulate the high complexity of TLR4-induced responses [29]. In our search to identify novel transcription factors, promoters from co-expressed genes were searched for over-represented sequence motifs. The basic assumption of this search was that genes showing similar expression patterns should be regulated by the same transcription factors, and, therefore, the promoters of co-expressed genes should contain similar sequence elements, corresponding to binding sites for the common regulators. In addition to NF-κB and its family members, C/EBP binding sites were predicted in gene promoters and identified as potential p38-activated transcriptional regulation sites. In order to validate these genes that were regulated both by NF-κB and C/EBPβ, we chose *Tnfaip3* for further experiments based on the number of binding sites and their proximity to the transcription start site. Previously, Litvak et al. also identified a C/EBPβ binding motif in the promoter of *Tnfaip3* [29].

C/EBP is a family of transcription factors that share a highly conserved dimerization domain required for DNA binding and have been shown to be dependent on interaction with other transcription factors, including NF-κB, Sp1, and Fos/Jun [32], [33]. For example, LPS can enhance the gene expression of *FLAP* via both NF-κB and C/EBP in phagocytes [34]. Also, the C/EBP families of transcription factors have been shown to participate in regulating proinflammatory cytokine expression upon TLR activation [28], [30]. Likewise, the C/EBP binding motif can be found in the promoters of many LPS-induced genes. It has been shown that LPS/TLR4-activated C/EBPβ is dependent on the MyD88/IRAK4 pathway [30]. Nevertheless, the mechanism of LPS-stimulated C/EBP remains incompletely understood [35].

P38 MAPK has been proven to be required for full transcriptional activation of several TLR4-activated genes in dendritic cells [36] and in macrophages [12]. Previous studies have showed *Helicobacter pylori* LPS is able to activate C/EBPβ through PI3K/Akt/p38 MAPK signaling to drive pro-IL-1β transcription [37]. However, since *H. pylori* LPS does not trigger the typical TLR4 pathway [38], it remains to be further elucidated whether the PI3K/Akt/p38 MAPK axis is involved TLR4-induced C/EBPβ expression. In this study, we demonstrated a novel mechanism of TLR4-induced C/EBPβ activity through p38 MAPK, possibly in a MyD88-dependent manner, which subsequently regulates A20 transcription in conjunction with NF-κB.

A growing body of research has reported that C/EBPβ activity can be mediated through transcriptional, post-transcriptional, translational, and post-translational mechanisms, including increased C/EBPβ protein levels by induction of C/EBPβ transcription, regulation of nuclear localization, alternative translation initiation, and phosphorylation by various kinases [28]. Our data showed that LPS up-regulated the levels of C/EBP mRNA and protein, and p38 inhibition suppressed this effect, leading to decreased A20 expression. In line with our data, previous studies revealed that LPS was able to induce C/EBPβ transcription, but not alternative translation initiation, nuclear translocation, or post-translational modifications in J774 macrophage cells [28]. These results together suggest that upon TLR4 activation p38 modulates C/EBPβ activity by increasing its transcription and protein levels.

The *Cebpb gene* encodes a single transcript which is translated into three isoforms due to alternative use of different AUG initiation codons; 38 kDa and 34 kDa, the liver-enriched transcriptional activating proteins (LAPs), and 20 kDa, the liver-enriched transcription inhibitory protein (LIP), which acts as a negative transcriptional repressor [39]. Our results showed that both 38 and 34 kDa LAPs were induced by LPS and that the 34 kDa LAP is the predominant form. Recent studies reported that the 34 kDa C/EBPβ form is responsible for its transcriptional activation in LPS-activated macrophages [39]. Thus, it is likely that the 34 kDa C/EBPβ is the key factor regulating LPS-triggered A20 expression. However, we cannot rule out the involvement of the 38 kDa C/EBPβ form in induction of A20.

In addition, C/EBPδ was previously shown to be activated by LPS and subsequently regulated several TLR4-mediated gene expressions [29]. Our results also showed that LPS indeed induced C/EBPδ at 4 h after LPS treatment, whereas expression of C/EBPβ and A20 preceded C/EBPδ, indicating that C/EBPβ, but not C/EBPδ, is likely the key isoform responsible for LPS-induced A20 expression. This result was consistent with a recent microarray analysis that A20 was not identified as a C/EBPδ-mediated gene in LPS-treated macrophages [29].

TNFα-induced protein 3 (TNFAIP3, also known as A20, a ubiquitin-modifying enzyme) is a cytoplasmic zinc finger protein that has been characterized as a dual inhibitor of NF-κB activation and cell death [40]. A20 knockout mice were more susceptible to TNFα-induced inflammation and demonstrated premature death due to severe septic shock [41]. Mechanistically, A20-deficent fibroblasts were not able to terminate TNF-induced NF-κB activity, leading to TNF-mediated apoptosis [41]. In addition to its effects on the TNF-induced inflammatory response, A20 was found to be up-regulated in mouse BMDMs after stimulation with LPS and was required for termination of TLR responses through its de-ubiquitination activity on TRAF6 [42]. Thus, induction of A20 upon TLR4 activation functions in the negative feedback regulation of NF-κB and IRF3 activation [39]–[41]. However, the molecular mechanism of TLR4-induced A20 expression is not well understood. Our present studies should be able to provide some insight into part of this mechanism.

From the results of semi-quantitative PCR analysis of the ChIP assay, C/EBPβ had the highest binding activity on the *Tnfaip3* gene promoter after 4 h of LPS treatment, whereas p65, a subunit of NFκB transcription complex, only showed slightly increased binding after LPS induction. In addition, p38 inhibition in RAW264.7 cells decreased the binding activity of C/EBPβ and p65 at 4 h after LPS treatment. To explain why the binding of p65 was also suppressed in the presence of p38 inhibition, we presumed that p65 might interact with C/EBPβ. We have proposed a working model based on these results (Fig. 5) and suggest that *Tnfaip3* might be expressed through transcriptional regulation of both p65 and the p38-downstream transcription factor C/EBPβ in response to LPS.

**Figure 5:**
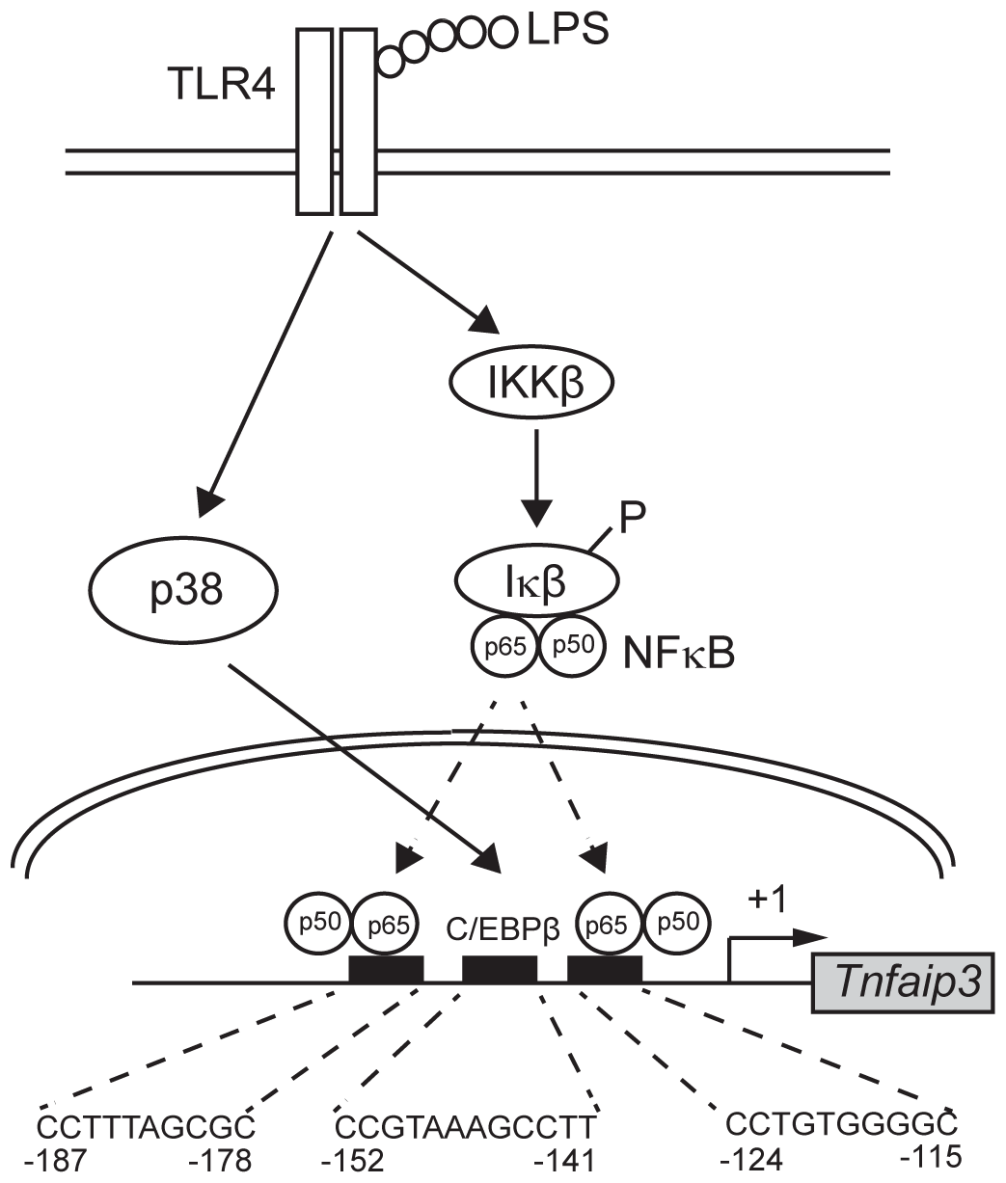
Proposed model of NF-κB and p38 via C/EBPβ regulating the transcription of *Tnfaip3* in LPS-induced response. TLR4 engagement leads to activation of p38 MAPK and IKK/NF-κB. p38 MPAK subsequently through a yet-to-be-determined mechanism upregulates C/EBPβ, which induces A20 (TNFAIP3) transcription in conjunction with NF-κB.

## Supporting Information

Table S1 **Supplementary materials.** The Excel file contains gene list and relative fold changes of P38 & NF-κB dependent genes, NF-κB related probes, and P38 related probes in three spreadsheets.
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

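Gene expression was measured on 24 Illumina MouseRef-8 v2 arrays in 2 experiments of 12. The IKKβ experiment held wt and IKKβ-deficient BMDMs and the p38 experiment DMSO control and SB202190-treated BMDMs, each at 0 h and 4 h of 100 ng/ml LPS with 3 arrays per group.

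The authors read the arrays with BeadStudio 3.1 and deposited, for each of the 25697 probes and each array, an intensity that was not normalized, on a linear scale. With each intensity the authors deposited BeadStudio's detection p-value, from the signals of negative control beads. They also deposited intensity values that they had quantile-normalized in Partek, whose version is not given in the sources used here, over the 12 arrays of each experiment separately; these values are linear, are not centred and have a median of 93.1 in the IKKβ experiment. No column of per-sample values was left out. Probes were named from the platform annotation of the series, in which 23978 probes have 1 gene symbol, none has several and 1719 have none. The gene numbers of 23962 probes were found in the RefSeq gene table, which updated 0 symbols. A further 7 probes were named from Table S1, after counts without them had been seen.

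For the IKKβ experiment the intensities were quantile-normalized over the 12 arrays. For the p38 experiment the authors' normalized values were used, because the condition labels of both sets of columns conflict there and the normalized ones give the values of Table S1. The plan had been to start from the intensities in both experiments. No background was subtracted. A probe was tested if its detection p was under 0.05 on at least 3 of the 12 arrays, which kept 12376 and 13523 probes, 708 and 794 of them without a gene. The brightest probe stood for each of the 2210 and 2498 genes with several probes, leaving 8576 and 9130 genes. Tests used limma 3.58.1 with data.table 1.17.8 in R 4.3.3, with a group-means model of the 4 groups of an experiment, an empirical Bayes spread over genes, 2-sided tests and Benjamini-Hochberg adjustment over the genes tested, at an adjusted p under 0.05. Detection in the p38 experiment was read from all 12 intensity columns, 4 of which match no normalized column. The empirical Bayes step ran on 1 probe per gene. That form was fixed after counts from a form with all probes had been seen. No test joined the experiments, since each was normalized alone; the LPS change of the p38 control was only correlated with that in wt BMDMs to check labels. In the IKKβ experiment a fold against a group in which no array detected the probe is given as at least the ratio to the lowest detected signals. In the p38 experiment background was 1 level for all arrays, a log2 signal of 6.93 set from the median number of detected probes. A fold against a group with no array above it is given as at least the ratio to that level. Figures were drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

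The selection of the study was run on all probes with the methods' t-test (Student, equal variances, linear values, 1-sided), p of 0.05 or less, a fold of at least 2.5 and the control's 0 h level as base unless the 0 h levels differed. A 1-sided test was chosen because it gives the p-values of Table S1. Its 63 and 124 probes are the probes of Table S1.

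Genes named in the text follow a rule set before the data were examined. They are every gene the paper names, the 10 largest rises and the 10 largest falls of a comparison among genes that passed and moved the same way in all 3 replicates, and up to 4 members of a gene list with the smallest p. Where no gene passed, the 3 smallest p-values took their place. Values in Table S1 had been seen by then, and which of the up to 4 members of a list the text names was settled with their values in view. The 27 gene lists covered NF-κB and TLR signaling, p38 and C/EBP targets, cytokines, metabolism, the cell cycle, stress and markers of other cell types, and 25 had enough measured genes to be tested with camera at a preset correlation of 0.01, and again with an estimated one. T and NK cell and mast cell and basophil markers were measured too rarely. List counts were also adjusted over the list alone. The adjusted p-values of lists in the text are those with an estimated correlation, which passed fewer lists. For LPS in the DMSO control, 14 of 25 lists passed at the preset correlation, 1 with an estimated one and 12 by fry, another list test of limma. For LPS in wt the numbers were 14, 4 and 4. Chance was not excluded for the number passing at the preset correlation.

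Samples with one replicate number share a BeadChip by the labels. In the IKKβ experiment the deviations of same-numbered arrays from their group means correlated at 0.47 to 0.93, and every array correlated most with its own number, so the numbers pair the arrays. In the p38 experiment the numbers pair the DMSO arrays, whose deviations at 0 h and 4 h correlated at 0.523 to 0.583, each array most with its own number. Pairs with an SB202190 array correlated at -0.0646 to 0.0931 and are not taken as paired. The paired form of the selection and the fits with the number as a block still matched them by number. Where a gene is said to differ with SB202190 in a number of replicates, arrays were matched by number alone. The pairing of the DMSO arrays was noted after the results were seen. Pairing in the IKKβ experiment was decided from these correlations, although counts with and without the block had already been seen in a first look at the data.

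The fits were tested on simulated data with 200 changed genes. For LPS in wt with the BeadChip effect of the data, 56.7% of genes changed 2.5-fold were called without the block and 94% with it, among 8576 genes. For LPS in the DMSO control 82.1% and 88.1% were called among 9130. Of the unchanged genes, 2 were called without the block and 28 with it in wt, and 9 and 36 in the DMSO control, each in a single simulated set. Over 20 sets with no gene changed and same-numbered arrays correlated at 1 mean value, 0.666, LPS in wt had a median of 0 (0 to 2) calls with and without the block. In the data the correlation was 0.748 to 0.926 between the genotypes at 0 h and 0.468 to 0.744 between 0 h and 4 h in wt. The sets do not hold this difference, so they cannot tell whether the block calls too many genes for LPS. With no gene changed and the unequal spreads of the p38 groups, the fit with 1 spread called a median of 138.5 genes for the DMSO control with independent arrays and 22 with DMSO arrays correlated as in the data. With the replicate number as a block it called 8.5 (1 to 25) for correlated arrays. A fit of the 2 groups compared, added after the first was seen, called a median of 0 with independent and with correlated arrays.

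Alternatives planned at the same time were the BeadChip as a block, normexp background correction with an offset of 16, median scaling, quantile normalization over the 24 arrays, the authors' normalized values, other filters on dim probes, the mean of a gene's probes, array weights by group, the methods' t-test and leaving out each replicate or array. Promoter sites, RT-PCR, immunoblots and chromatin immunoprecipitation were not analysed here, nor were the arrays' bead standard errors.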

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

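The tests on the closeness of the SB202190 arrays, on the 0 h arrays and on the columns of the p38 experiment were chosen only after the results they measure had been seen; the test on arrays the selection did not use was set before.

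*Pik3cg*, which encodes a kinase of leukocyte signaling, had a response to LPS that differed between SB202190 and DMSO by a log2 value of -1.75 (standard error 0.170, adjusted p = 0.00579 by limma, interaction; lower in 3 of 3 replicates). It rose in the DMSO control by 0.91 (adjusted p = 0.00615) and fell with SB202190, at -0.84 (adjusted p = 0.00571). *Rhou*, a small GTPase gene, differed by -1.66 (standard error 0.174, adjusted p = 0.00634; lower in 3 of 3 replicates). The DMSO signal of *Rhou* at 0 h, 110 ± 13.5 (SD, n = 3), lay near background. Both genes stood out because the test of the difference between treatments passed. These were the 2 genes of 9130 that passed that test, a number within what the fit calls when nothing changes. In 20 simulated sets it called a median of 1 (0 to 5) with the DMSO arrays correlated as in the data and 3 (0 to 8) with independent arrays. The count was 10 without replicate 2, 6 without DMSO 4 h replicate 2 or 3, and 59 (35 higher and 24 lower) without DMSO 0 h replicate 2. Without replicate 1 neither passed (adjusted p = 1.00 for each, with log2 values of -1.59 and -1.70), without replicate 3 neither did (0.323 for each), and without replicate 2 *Rhou* did not (0.0656). With the 3 SB202190 arrays averaged as 1 sample, or by the labels of the intensities, neither passed.

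The paper selects genes that are lower with SB202190. At 4 h of LPS 203 genes were higher with SB202190 than with DMSO by limma, and 95 were lower. The number higher was 385 with array weights by group, 371 in a fit of the 2 groups alone, 0 without replicate 1, 398 without replicate 2 and 40 without replicate 3. Without single arrays it was 759 (DMSO 0 h replicate 2), 81 (DMSO 4 h replicate 1), 89 to 114 (SB202190 at 0 h) and 16 to 20 (SB202190 at 4 h). It was 0 with the SB202190 arrays averaged as 1 sample and 0 by the labels of the intensities.

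Intensity columns labelled SB202190 on a pair of BeadChips have no counterpart among the normalized values, so the selection did not use them. On these, 89 of the 102 selected genes were lower at 4 h than the DMSO arrays of the same BeadChips, with a median log2 difference of -0.57, against -0.40 for the LPS-responsive genes not selected and 0.01 for all genes. The median stood at percentile 10.1 of 10000 random lists of the 131 LPS-responsive genes, which neither excludes nor bears out that these arrays share the selected direction. The DMSO arrays are shared with the selection.

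The SB202190 replicates lay closer together than those of any other group, with correlations of 0.994 to 0.998 between arrays against 0.871 to 0.975 elsewhere. This holds for the normalized values. The SD of SB202190 over DMSO arrays was 0.324 there and 0.851 for the intensities by their labels, and 4 of the 6 normalized SB202190 columns match no intensity column, so a cause in how that table was made stays open and was not tested. Less spread only in genes that respond to LPS is argued against, since among 1395 genes with no LPS response the SD with SB202190 was 0.314 of that with DMSO at 0 h and 0.243 at 4 h. Repeat hybridizations of 1 RNA or culture stay open. *Xist*, which separates cells of male and female mice, spanned a log2 range of 0.449 at 0 h and 0.353 at 4 h over the SB202190 arrays, against 3.00 and 2.77 over the DMSO arrays, and separate cultures of pooled mice would give the same. An effect of SB202190 on the spread is not excluded either and was not tested.

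On some arrays at 0 h, *Il1b* was far above its level on the others. In wt it was 131, 10304 and 15929 at 0 h against 40861, 27640 and 25732 at 4 h for replicates 1, 2 and 3. In IKKβ-deficient BMDMs it was 128, 1762 and 6617 against 27640, 25468 and 21118. An exchange of 0 h and 4 h arrays is argued against. Over 30 cytokines and chemokines the mean log2 difference of 4 h minus 0 h was above 0 on each BeadChip in both genotypes, with 0.453 as the lowest, at 3.46, 0.731 and 0.453 in wt and 3.02, 1.20 and 0.522 in IKKβ-deficient BMDMs for replicates 1, 2 and 3. A preparation shared by the arrays of 1 BeadChip is consistent with their deviations, which correlated between wt and IKKβ-deficient arrays at 0 h by at least 0.748. No biological explanation was tested, since the design names none.

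For the columns of the p38 experiment that differ between intensities and normalized values, a candidate explanation is that conditions were exchanged between arrays of the BeadChip of replicate 3 in the labels of the intensities. By those labels, the LPS change in the control on that BeadChip correlated at -0.164 across 8298 genes with the LPS change in wt BMDMs, against 0.576 and 0.771 on the other BeadChips, and 0.769, 0.567 and 0.702 by the normalized values. Genes are not independent replicates. Which table holds the intended labels of the unmatched SB202190 columns stays open, and no biological explanation was tested.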

How the results depend on the processing

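The labels of the intensities of the p38 arrays, the fits of the 2 groups compared with and without a block, the spread over all probes, annotation names alone, the settings of the SD ratio and the folds of the 32 genes without 1 array or replicate were chosen after seeing the data; all other settings were set before. Of 341 alternative values of comparisons, selections and list tests, 192 stayed within 1.5 times the reported value and 149 did not. Of 3639 alternatives for named genes, 2765 kept direction and call, 762 lost the call, 82 gained one, 22 turned sign with no call and 8 turned sign with one. Those that turned sign with a call all did so by the labels of the intensities, namely *Rab7b* 0.530, *Tnf* -0.287, *Hif1a* -0.0861 (LPS with SB202190); *Serpinb2* 0.255, *Dtx2* 0.197, *Tubb4b* -0.0308, *Adi1* -0.0185, *Birc3* 0.0437 (SB202190 at 4 h). Those labels are in doubt on the BeadChip of replicate 3, so these turned signs do not measure how stable a direction is. Except where fewer arrays were used, the cause of a change was not tested.

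For LPS in wt, 4 genes passed, and 553 with the BeadChip as a block, 7 with normexp, 1 (lower) with median scaling, 0 for probes detected on all 12 arrays, 2 with the mean of probes, 2 with array weights, 47 by the methods' t-test, 0 after its adjustment, 0 in a fit of the 2 groups, 0 in that fit with the block and 0 to 4 without a replicate or array. For LPS in IKKβ-deficient BMDMs, 0 passed, and 328 with the block, 4 with normexp, 3 with quantile over 24 arrays, 2 for probes on all 12 arrays, 2 with the mean of probes, 40 by the methods' t-test, 0 in a fit of the 2 groups with the block and 0 to 3 without a replicate or array. For genotype at 4 h, 1 passed, and 0 with median scaling, 4 by the methods' t-test, 0 after adjustment, 0 in a fit of the 2 groups, 3 in that fit with the block and 0 to 2 without a replicate or array; at 0 h, 0 passed, 1 by the methods' t-test, 2 without replicate 1 and 0 without any single array. In the fit of 4 groups the block changed no other count by over 1.5 times. Median scaling moved the median genotype difference in LPS response to 0.12.

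In the p38 experiment the replicate numbers pair the DMSO arrays, whose deviations correlated at 0.523 to 0.583. Same-numbered arrays of other groups share only a number, at -0.0646 to 0.0931, and not every array correlated most with its own number. With the number as a block 592, 979, 0, 296 and 2 genes passed for LPS with DMSO, LPS with SB202190, SB202190 at 0 h and 4 h and the difference in response. For LPS with DMSO, 596 passed, and 0 by the labels of the intensities, 120 with array weights, 104 by the methods' t-test, 0 after adjustment, 0 in a fit of the 2 groups, 0 in that fit with the block and 0 to 2502 without an array or replicate. For LPS with SB202190, 925 passed, and 0 by those labels, 4534 with array weights, 437 by the methods' t-test, 434 after adjustment, 0 with the SB202190 arrays averaged, 4622 in a fit of the 2 groups and 0 to 1794 without an array or replicate. For SB202190 at 4 h, 298 passed, and 0 by those labels, 575 with array weights, 96 by the methods' t-test, 57 after adjustment, 0 averaged, 528 in a fit of the 2 groups and 0 to 1141 without an array or replicate. For SB202190 at 0 h, 0 passed, 2 with array weights, 13 by the methods' t-test and 0 to 165 without an array or replicate. For the difference in response, 2 passed, and 0 by those labels, 1 for probes on all 12 arrays, 0 averaged, 2 to 59 without a single array and 0 without replicate 1 or 3.

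The IKKβ selection of 54 became 34 over each group's own 0 h level, 17 at 2/3 of the control fold, 5 if also lower at 4 h, 94 at a fold of 2, 0 with adjusted p, 83 with normexp and 28 to 49 without a replicate. The p38 selection of 102 became 52 with a paired test as block on linear values, 56 at 2/3, 48 if also lower, 159 at a fold of 2, 0 with adjusted p, 0 by the labels of the intensities and 23 to 239 without a replicate. The 32 in both became 20 by a 2-sided test, 15 with the block on linear values, 18 over the own 0 h level, 8 at 2/3, 2 if also lower, 52 at a fold of 2, 0 with adjusted p, 0 by those labels and 3 to 18 without a replicate. Without the 7 names from Table S1 the selections held 51, 96 and 30. List tests passing fell from 38 to 8 and from 36 to 1 with an estimated correlation. With the BeadChip as a block and an estimated correlation, 0 passed in the IKKβ experiment. The SD of SB202190 over DMSO arrays was 0.324, 0.535 without the detection filter and 0.851 by the labels of the intensities. Median scaling and normexp were not run on the p38 values, which are already normalized. Signal over background limits genes near it, whose folds are bounds.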

Differences from the paper's values

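No value that the paper states for these arrays differed by over 1.5 times from the value computed here under its own selection. The paper's counts are 54 genes in the IKKβ comparison, 105 in the p38 comparison and 32 in both, and the counts here were 54, 102 and 32. The probes selected were those of Table S1 in both comparisons, and 3 pairs of symbols in its p38 part carry 1 gene symbol each in the annotation used here. The paper's folds of the 32 genes in the 4 groups of Fig. 2B matched in all 32 cases for each group, with a largest relative difference of 5.1e-05.

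Among the alternatives set before the data were examined, log2 values (56, 120 and 36), quantile normalization over 24 arrays (57, 95 and 32), a detection filter (54, 102 and 32), the authors' normalized values (54 and 32) and a paired test on log2 values (47, 74 and 30) gave counts within 1.5 times the paper's. A 2-sided test did so for the single comparisons (38 and 71) and not for both (20). Taking each group over its own 0 h level (34, 70 and 18) and a paired test on linear values (43, 52 and 15) did so in 1 of the 3. Normexp correction gave 83 and 39. A minimum fold of 2, a limit of 2/3 of the control fold, a lower signal at 4 h, adjustment for the number of probes and leaving out replicate 1 or 2 fell outside for each count they gave. Leaving out replicate 3 gave 49, 24 and 8. Over the group's own 0 h level, 4 of 32 folds in IKKβ-deficient BMDMs and 14 of 32 with SB202190 differed from the paper's by over 1.5 times.

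The paper describes the 32 genes as suppressed in both kinds of cells. By its rule the fold was lower in 32 of 32 in each. Over the group's own 0 h level it was lower in 19 and 25, or 14 to 24 and 18 to 31 without 1 replicate. Without 1 array these numbers were 10 to 25 and 18 to 31. At 4 h limma called 0 of the 32 lower in IKKβ-deficient BMDMs and 5 with SB202190. The paper reports by RT-PCR lower *Cebpb* mRNA in IKKβ-deficient and in SB202190-treated BMDMs, and lower *Il6* with SB202190. On the arrays at 4 h, *Cebpb* was lower in IKKβ-deficient BMDMs on 1 of 3 BeadChips and *Il6* with SB202190 in 1 of 3 replicates, and neither difference passed. *Cebpb* was lower with SB202190 in each replicate, the direction the paper reports, and that difference did not pass either. The alternatives of limma are given with the other settings.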

Other observations

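The tests of the direction of the selection, the comparison of splits by the pairs they part and the regroupings within BeadChips were chosen only after the result was seen; the gene lists, the interactions and the other regroupings were set before.

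With SB202190, LPS still raised some cytokine, chemokine and NF-κB feedback genes, and lowered *Cx3cr1*, *Fcgr1* and *Mertk* of the macrophage markers. *Cxcl1* rose by a log2 fold change of 6.78 (standard error 1.14, adjusted p = 0.00794) by limma, *Il1a* by 6.18 (adjusted p = 0.00913), *Il6* by at least 62.3-fold (adjusted p = 0.0104), *Il1b* by 5.33 (adjusted p = 0.0323), *Tnf* by 4.48 (adjusted p = 0.0109), *Nfkbiz* by 4.65 (adjusted p = 0.00662) and *Tnfaip3* by 3.61 (adjusted p = 0.0231). *Serpinb2* at a rise of at least 1.36-fold (adjusted p = 0.618), *Zc3h12a* at 0.96 (adjusted p = 0.186) and *Cebpb* at 0.05 (adjusted p = 0.942) did not pass. The fractalkine receptor gene *Cx3cr1* stood at -3.59 (adjusted p = 0.00907), *Rab7b* at -3.45 (adjusted p = 0.0121) and *Fos* at -3.24 (adjusted p = 0.00323), all lower. Of 18 cytokines 11 rose (14 when adjusted over the list alone), of 15 chemokines 5 (7 over the list alone), of 15 NF-κB family genes 10 (15 over the list alone) and of 17 p38-dependent targets 11, with 1 lower (11 and 2 over the list alone). The adjusted p of these lists was 0.25 with an estimated correlation, or 0.33 for chemokines. Of 10 macrophage markers 3 fell, *Cx3cr1*, *Fcgr1* at -2.35 (adjusted p = 0.0104) and *Mertk* at -1.16 (adjusted p = 0.0354), the same number as over the list alone (adjusted p = 0.33 with an estimated correlation). In all 925 of 9130 genes changed, 486 up and 439 down. The number was 4534 with array weights by group, 4622 in a fit of the 2 groups alone, 0 without replicate 1, 1530 without replicate 2, 3 without replicate 3, 1794 without DMSO 0 h replicate 2, 217 to 271 without 1 of the SB202190 arrays at 0 h and 190 to 209 without 1 of those at 4 h. By the labels of the intensities it was 0, and *Rab7b*, *Tnf* and *Hif1a* had the opposite sign. Those labels are in doubt on the BeadChip of replicate 3, so this does not measure stability.

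Of other gene lists, single members passed in the p38 experiment. After LPS, 3 of 13 genes of prostaglandin and nitric oxide synthesis rose in the DMSO control and 1 fell (6 and 1 when adjusted over the list alone, adjusted p = 0.14 with an estimated correlation), and 5 rose with SB202190 (5 up and 3 down over the list alone, 0.34 with an estimated correlation), among them *Ptgs2* by at least 9.11-fold (adjusted p = 0.00700) and *Ptges* by 3.13 (adjusted p = 0.00213). Of 12 C/EBP-dependent targets 4 rose with DMSO (8 over the list alone, adjusted p = 0.0132 with an estimated correlation, the 1 list of this experiment that kept its call so) and 5 with SB202190 (5 up and 1 down over the list alone, 0.25). Of 18 glycolysis and hypoxia genes 2 rose with DMSO, *Slc2a1* by 1.24 (adjusted p = 0.00941) and *Hif1a* by 1.56 (adjusted p = 0.0102) (2 up and 2 down over the list alone, 0.53 with an estimated correlation). With SB202190 3 rose, *Hif1a* among them by 1.47 (adjusted p = 0.00866), and *Vegfa* fell, at -2.13 (adjusted p = 0.00575) (5 up and 7 down over the list alone, 0.95). Of 12 MHC class II genes *Ciita* and *Cd40* rose with SB202190, by 1.97 (adjusted p = 0.00999) and 3.94 (adjusted p = 0.0262) (2 over the list alone, 0.85). Of 19 immediate-early genes 2 rose and 2 fell with DMSO (4 and 3 over the list alone, 0.53), and 3 rose and 2 fell with SB202190 (7 and 3 over the list alone, 0.33). At 4 h, *Maff* at 1.31 (adjusted p = 0.0293) and *Klf2* were higher and *Fos* lower with SB202190 (3 and 1 over the list alone, 0.90). Of 18 negative regulators of TLR signaling 5 rose with DMSO (7 over the list alone, 0.14) and 3 with SB202190 (4 over the list alone, 0.25). Of 18 IKK and TLR4 genes 3 rose and 1 fell with DMSO (9 and 2 over the list alone, 0.14), and 7 rose and 2 fell with SB202190 (11 and 2 over the list alone, 0.25). Of 17 cell cycle genes 5 fell with SB202190 (1 up and 11 down over the list alone, 0.25). Of 16 stress genes 2 rose with DMSO (3 up and 2 down over the list alone, 0.91) and 1 fell with SB202190 (3 over the list alone, 0.34). Of 17 genes of MAPK phosphatases and the p38 pathway 3 rose and 2 fell with SB202190 (6 and 4 over the list alone, 0.50). None of 13 cholesterol synthesis genes or 5 C/EBP genes passed.

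Among markers of other cell types, *Camp* of 8 neutrophil markers rose with LPS in the DMSO control by 0.62 (adjusted p = 0.0209) and was lower with SB202190 at 4 h, by at least 1.43-fold (adjusted p = 0.0110). Of 4 dendritic cell markers, *Fscn1* rose with DMSO by 2.35 (adjusted p = 0.0398) and *Cd83* with SB202190 by 3.59 (adjusted p = 0.0221). Of the macrophage markers, *Mertk* fell with DMSO, at -1.37 (adjusted p = 0.0267) (2 down over the list alone, adjusted p = 0.59 with an estimated correlation). No B cell, erythroid or fibroblast marker passed in any comparison of either experiment. The 7 fibroblast markers, some of them not above background with SB202190, gave an adjusted p = 0.85 with an estimated correlation between SB202190 and DMSO at 0 h. Their median log2 difference was 0.31 between IKKβ-deficient and wt BMDMs at 4 h (adjusted p = 0.47 with an estimated correlation). In the IKKβ experiment, of 13 genes of prostaglandin and nitric oxide synthesis none passed in wt (3 higher over the list alone, 4 up and 1 down with the BeadChip as a block, adjusted p = 0.0481 with an estimated correlation). Of 12 C/EBP-dependent targets none passed (5 over the list alone, 6 with the block, 0.0261). With the block and an estimated correlation both lists had an adjusted p = 0.10.

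The paper reports by RT-PCR that SB202190 lowered *Il6* (Fig. 1D). On the arrays its signals at 4 h were 5657, 5765 and 19446 with DMSO and 7108, 7083 and 8625 with SB202190, a log2 difference of -0.18 (standard error 1.12, adjusted p = 0.944; lower in 1 of 3 replicates). *Cebpb*, the gene of C/EBPβ, stood with SB202190 at -0.53 (standard error 0.226, adjusted p = 0.226; lower in 3 of 3), with LPS changes of 0.68 in the DMSO control (adjusted p = 0.0933), 0.89 in wt (0.590) and 0.74 in IKKβ-deficient BMDMs (0.783). By RT-PCR the paper reports lower *Cebpb* mRNA with SB202190, the direction seen here, and in IKKβ-deficient BMDMs. On the arrays at 4 h the genotypes differed in *Cebpb* by 0.06 (standard error 0.350, adjusted p = 1.00, higher in 2 of 3 replicates). *Cebpd* was not among the genes measured. At 0 h no gene passed by limma between SB202190 and DMSO (896 at an unadjusted p under 0.05), and *Zfp36* stood at -2.31 (adjusted p = 0.127). The count was 165 without DMSO 0 h replicate 3, 26 without replicate 3 and 3 without replicate 2.

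Splits of 6 arrays into 3 and 3 number 10, too few for a share under 0.05. The real split was the 1 of 10 with as many genes for LPS in wt (4, other splits 0), for genotype at 4 h (1, others 0), for LPS with SB202190 (925, others 0) and for SB202190 at 4 h (298, others 0). For LPS in IKKβ-deficient BMDMs, genotype at 0 h and SB202190 at 0 h it gave 0, as did all 10. For LPS in the DMSO control 3 of 10 gave at least the real 596, the highest other 979. Both larger splits put replicate 2 at 0 h with 4 h arrays and part only 1 of the 3 pairs of DMSO arrays. Of the 4 splits that part all 3 pairs, the real one gave 596 and the highest other 5. The fit with replicate numbers as a block gave 592. For the genotype difference in LPS response the real count was 0, so all 100 of 100 regroupings were as large, which says nothing about chance (highest other 456, which sets the 0 h arrays of replicate 1 with the 4 h arrays of replicate 3 and points to a structure of the samples; 0 with the block). Chance was not excluded for the treatment difference in LPS response (5 of 100 as large, real 2, highest other 436, an exchange of the treatments at 4 h, which measures SB202190 over both times). Nor was it for the selections, at 57 of 100 in the IKKβ comparison (real 54, highest other 316), 82 in the p38 comparison (102 and 288) and 30 for both (32 and 110), or for the number of list tests passing, at 47 of 100 (38 and 71) and 49 of 100 (36 and 63). These regroupings mix the paired arrays of different BeadChips. With the IKKβ arrays regrouped only within BeadChips, 19 of 64 were as large for the IKKβ selection (54 and 108), 10 of 100 for both (32 and 53) and 76 of 100 for the list tests (38 and 71), and chance was not excluded there either.

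With the conditions exchanged, so that genes suppressed in the control were sought, the selection passed 8 genes in the IKKβ comparison, against 54, and 153 in the p38 comparison, against 102. The first count is lower by more than 1.5 times, the limit of this test. The exchange is 1 of the regroupings within BeadChips, though, of which 19 of 64 were as large as the real 54. The others had a median of 33, so the contrast of 8 and 54 does not show direction beyond chance. The second does not measure direction. The exchanged selection takes its LPS-responsive genes by a t-test on the close SB202190 arrays, which passed 294 genes against 131 with DMSO.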
